# Bovine Endometrium Drives and Responds to Divergence of In Vitro Produced Conceptus Biochemistry

**DOI:** 10.1096/fj.202501962R

**Published:** 2025-08-19

**Authors:** Katheryn D. Peterson, Mary A. Oliver, Trevor F. Freeman, Shankar P. Poudel, Susanta K. Behura, David Kakhniashvili, Daniel L. Johnson, Rebecca R. Payton, Tulio M. Prado, Lew G. Strickland, J. Lannett Edwards, Elizabeth A. Shepherd, Jonathan E. Beever, Thomas E. Spencer, Daniel J. Mathew

**Keywords:** bovine, conceptus, endometrium, proteome, transcriptome

## Abstract

In vitro produced (IVP) bovine embryos enhance herd genetics for important food production traits and support advanced reproductive technologies. However, less than 50% survive the first month of gestation after transfer to the surrogate. While the biochemical consequences of in vitro culture on the embryo before transfer have been well documented, less is known after transfer when the embryo interacts with the endometrium and pregnancy failure occurs. To investigate crosstalk between the IVP and in vivo derived (IVD) bovine conceptus and endometrium, a Day 16 conceptus‐endometrial mono‐culture and co‐culture system was used, integrating transcriptomic and proteomic analyses. The IVP conceptus transcriptome (differentially expressed genes; DEG) diverged from the IVD conceptus but only after co‐culture with endometrium (377 DEG; FDR < 0.05). Further, of the IVP conceptus DEG, 81 genes (21%) were associated with abnormal embryonic or fetal development. Significant biological processes associated with abundant endometrial DEG induced by IVP conceptuses were related to GTPase activity and the inflammatory response (FDR < 0.01), the latter of which may be associated with increased MHC class II expression, which was specific to IVP conceptuses. Proteomic analysis of culture media identified 1031 and 604 differentially abundant proteins (FDR < 0.05) associated with the IVD and IVP conceptus‐endometrial co‐cultures, respectively, compared to endometrium alone, indicating the proteomic environment surrounding the IVP conceptus may be suboptimal. Collectively, compared to the IVD conceptus, evidence suggests the endometrium drives and responds to divergence of IVP conceptus biochemistry, likely contributing to pregnancy failure.

## 1 Introduction

In vitro produced (IVP) mammalian embryos have transformed reproductive technologies and research related to human fertility, wild animal conservation and agriculture. IVP bovine embryos are widely used to improve herd genetics for important food production traits, overcome infertility in repeat breeder animals, and support advanced reproductive technologies such as somatic cell nuclear transfer (SCNT) [1, 2, 3]. According to the international embryo technology society (IETS), global production of IVP bovine embryos has increased over 300% in the last 20 years [1], emphasizing the growing popularity of the technology and its potential to improve animal agriculture. In the clinic, in vitro produced embryos are routinely used to overcome human infertility and over 2.5 million in vitro fertilization (IVF) cycles are performed annually in women, resulting in 500 000 births per year [4].

Despite advantages, IVP embryos remain inferior in quality and developmental competence compared to their in vivo derived (IVD) counterparts. In vitro produced bovine embryos have an altered biochemistry in the form of DNA methylation, gene transcription, metabolism, lipid content, and cell division which contribute to reduced blastocyst formation before transfer to the recipient [5, 6, 7, 8, 9, 10]. Even under optimal culture conditions, IVP bovine embryo blastocyst formation rarely exceeds 40%, and only a fraction of IVP embryos are considered high quality [11, 12]. Post‐transfer survival rates are also poor, with fewer than 50% of fresh, high‐quality blastocysts surviving beyond Day 30 of gestation [12, 13, 14]. Based on a recent metanalysis, it was estimated that 59%–85% of transferred IVP bovine embryos fail to reach term [12]. Our understanding of IVP bovine embryo development after transfer to the recipient is limited, as the conceptus does not undergo advanced development, including conceptus elongation, in vitro.

Within the uterus, near Day 13 of development, the bovine conceptus begins to elongate in structure, enhancing crosstalk with the endometrium through secretion of conceptus secretory factors such as interferon tau (IFNT), the maternal recognition of pregnancy signal [15, 16]. By Day 16, the conceptus will extend approximately 60 mm in length yet is only 2 mm wide and remains unattached from the endometrium [15]. Conceptus elongation and the prolonged period of protracted development is supported by endometrial secretions collectively termed histotroph, produced largely by uterine glands within intercaruncular endometrium [15, 16]. Histotroph includes endometrial‐derived proteins, metabolites, ions, and amino acids as well as extracellular vesicles [15]. Conceptus attachment does not begin until near Day 20 gestation in cattle and is enhanced within the caruncular endometrium with formation of giant trophoblast binucleate cells that migrate through or fuse with the uterine epithelium [15]. Asynchronous or abnormal crosstalk between the conceptus and endometrium, particularly during elongation and conceptus attachment, is believed to contribute greatly to reproductive failure in cattle.

Recent studies suggest the endometrium can “sense” conceptus quality or competence as conceptus‐induced endometrial gene expression reflects methods of embryo production including IVF or SCNT [17, 18, 19, 20, 21]. Previously, we confirmed this using an elongated bovine conceptus‐endometrial co‐culture system coupled with endometrial RNA‐sequencing (RNA‐Seq) [17]. Major findings from the study suggested that IVP bovine conceptuses, within 6 h of co‐culture, induce an altered endometrial transcriptome reflective of a pro‐inflammatory state (increased expression of interleukin‐17A; *IL‐17A*) and reduced molecule transport via exocytosis compared IVD conceptuses, possibly impacting uterine histotroph and conceptus survival [17].

In the present study, we took advantage of the elongating bovine conceptus structure and explant culture system to evaluate the impact of prolonged IVD and IVP conceptus crosstalk on endometrium as well as conceptus transcriptomes and associated media proteomes (Figure 1). To establish the culture system, Day 16 elongated IVD and IVP conceptuses were sectioned and Day 16 cyclic heifer intercaruncular endometrium biopsied to establish extended (12 h) tissue monocultures and co‐cultures. During each tissue culture repetition, the system allowed us to evaluate the impact of both IVD and IVP conceptuses on endometrium from a single uterus and likewise, the impact of monoculture and co‐culture on an individual conceptus transcriptome and associated proteome. Given our previous findings, it was hypothesized that extended crosstalk between the IVP bovine conceptus and endometrium would result in suboptimal histotroph within the co‐culture microenvironment in the form of protein and aberrant endometrial immunology compared to the IVD conceptus.

**FIGURE 1:**
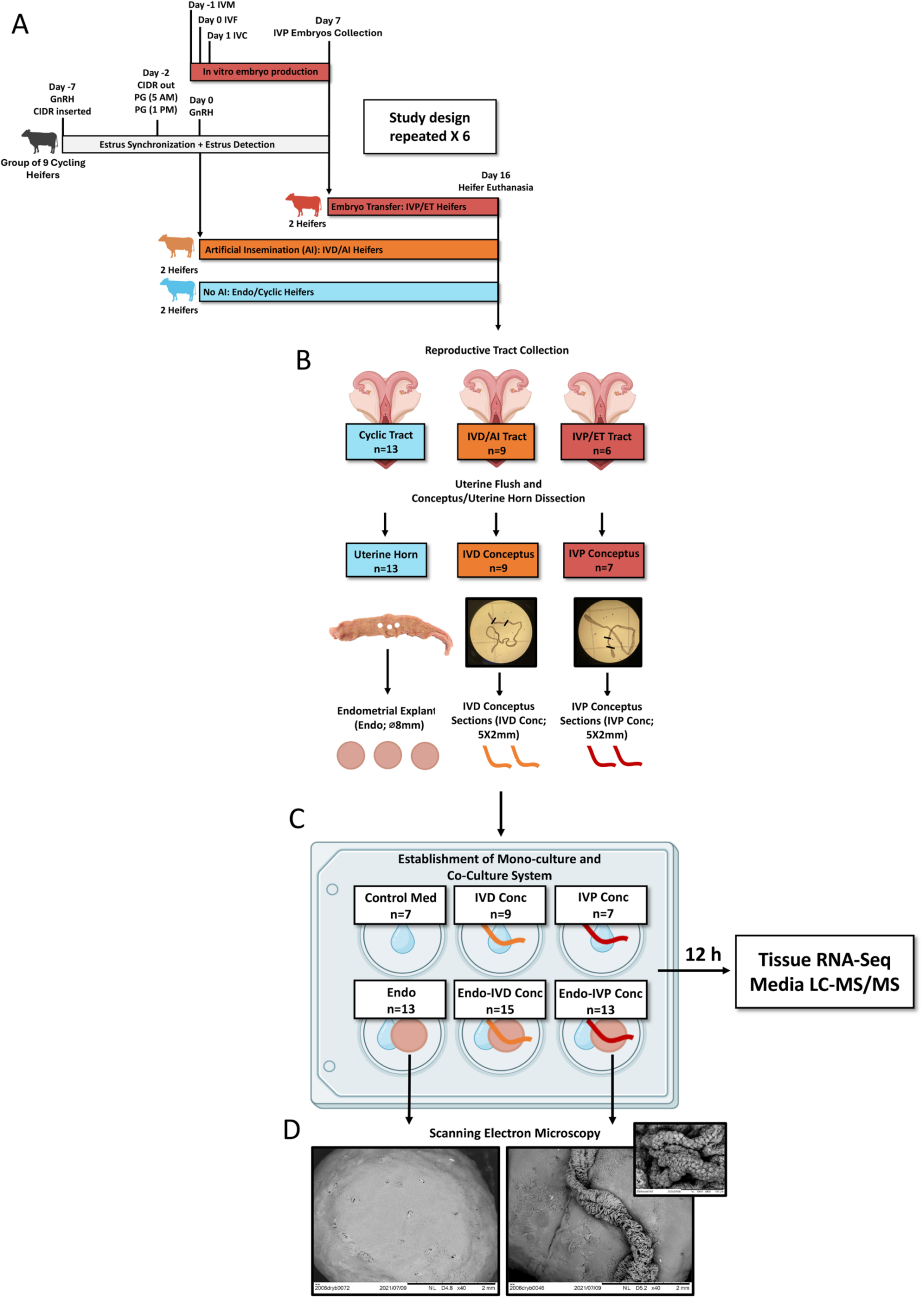
Experimental design. (A) To produce Day 16 IVD or IVP bovine conceptuses, Angus‐Holstein heifers underwent estrus synchronization and were bred by artificial insemination (AI) or received age and sire matched in vitro produced (IVP) embryos. A third group of synchronized heifers were not bred to produce cyclic Day 16 endometrium. (B) On Day 16 of the reproductive cycle or pregnancy, uteri were flushed with RPMI medium and intercaruncular endometrium and elongated conceptuses were used to produce multiple endometrial explants (⌀8 mm) and conceptus sections (5 × 2 mm), respectively. (C) In modified RPMI (2% dialyzed FBS and 1% antibiotic‐antimycotic), endometrial explant and conceptus sections were used to produce the following mono‐ and co‐cultures: (1) no tissue (Control Med; blank control; *n* = 7), (2) IVD conceptus section (IVD Conc; mono‐culture, *n* = 9), (3) IVP conceptus section (IVP Conc; mono‐culture, *n* = 7), (4) endometrial explant (Endo; mono‐culture, *n* = 13), (5) endometrial explant and IVD conceptus section (Endo‐IVD Conc; co‐culture, *n* = 15), and (6) endometrial explant and IVP conceptus section (Endo‐IVP Conc; co‐culture, *n* = 13). Cultures were incubated for 12 h in 5% CO_2_ and atmospheric O_2_ at 38.5°C before tissue and media were collected for subsequent RNA sequencing (RNA‐Seq) and liquid chromatography–tandem mass spectrometry (LC–MS/MS), respectively. (D) scanning electron microscopy (SEM) images of an Endo mono‐culture and Endo‐IVP Conc co‐culture.

## 2 Materials and Methods

### 2.1 Description of Experimental Design

This study is a continuation of a larger study investigating crosstalk between the Day 16 elongating bovine conceptus and endometrium [22]. A detailed description of animal work, tissue culture, tissue transcriptomics (RNA‐Seq) and media proteomics (LC–MS/MS) is provided by Peterson et al. (2025) [22]. Study procedures involving animals were conducted in accordance with the University of Tennessee, Knoxville, Institutional Animal Care and Use Committee (IACUC). To produce Day 16 cyclic endometrium or Day 16 IVD and IVP conceptuses, groups of Angus‐Holstein heifers underwent estrus synchronization and either remained cyclic (not‐bred), were bred by artificial insemination (AI; IVD conceptuses) or received IVP bovine embryos (Day 7‐embryo transfer) age and sire matched with IVD conceptuses (Figure 1). On Day 16 of the estrous cycle or pregnancy, heifer uteri were collected and flushed with Roswell Park memorial institute (RPMI) medium. After, cyclic uteri were used to produce multiple endometrial explants and flushed IVD and IVP conceptuses, multiple conceptus sections. Explants and conceptus sections were subsequently cultured independently (mono‐culture) or in co‐culture (IVD or IVP conceptus section overlaying endometrium) for 12 h in a modified RPMI containing heat inactivated 2% dialyzed fetal bovine serum and 1% anti‐biotic, anti‐mycotic. After, endometrial and conceptus tissue were collected for RNA‐Seq and media for LC–MS/MS proteomic analysis to identify transcripts and proteins dependent on tissue crosstalk and conceptus origin (IVP compared to IVD). In total, 13 cyclic uteri were used to produce the endometrial explants and 9 IVD and 7 IVP conceptuses were utilized to produce conceptus tissue sections. In this way, endometrium from the same heifer and conceptus tissue from the same conceptus (IVD or IVP) could be utilized as a crosstalk control and included in mono‐culture and co‐culture treatments. A complete list of endometrial explants, conceptus sections and the heifer from which the tissue was derived are provided in Data S1.

### 2.2 In Vitro Embryo Production

The IVP bovine embryos were derived as previously described [23]. Briefly, bovine cumulus‐oocyte complexes (COCs) were isolated from ovaries obtained from a local abattoir (Southeastern Provision, Bean Station, TN). Using an ovarian slicing and washing method, bovine oocytes were collected into oocyte collection medium and oocytes with multiple layers of compact cumulus cells and dark, homogenous ooplasm were placed into 500 μL of oocyte maturation medium in groups of 25–40. The COC were matured at 38.5°C in 5.5% CO_2_ and humidified air for 24 h. To achieve IVF, frozen–thawed sperm from an Angus bull with proven fertility were washed and added (7.5 × 10^5^) to the oocytes for 18 h. Sperm from this bull was also used to produce sire matched elongated IVD conceptuses in heifers that underwent AI. The next day, the surrounding cumulus cells were removed from the presumptive zygotes (PZ) by vortex and the PZ were cultured in groups of 20–40 in 500 μL of potassium simplex optimized medium (KSOM) at 38.5°C in 5.5% CO_2_ and 7% O_2_ [24, 25]. Embryo cleavage was assessed at 72 h and on Day 7 of development, two fresh grade 1 blastocysts underwent ET into estrus‐synchronized recipient heifers to produce elongated IVP conceptuses.

### 2.3 Estrous Synchronization, Endometrial Explants and Conceptus Sections

Estrous cycles of groups of pubertal cross‐bred heifers were synchronized using a 5‐Day Co‐Synch estrous synchronization protocol involving vaginal progesterone (P4) supplementation (controlled internal drug release; CIDR). As recommended for beef heifers, the protocol included two doses of prostaglandin (PG), one at time of CIDR removal and a second, 8 h later (Figure 1). Fifty‐eight hours after the final gonadotropin releasing hormone (GnRH) injection and CIDR removal, estrus was confirmed (ESTROTECT) and heifers were either bred by AI using frozen–thawed semen from an Angus bull with proven fertility (same bull used during IVF) or were not bred by AI. Bred (IVD/AI) and non‐bred (Endo/Cyclic) heifers were utilized to produce elongated IVD bovine conceptuses and synchronized cyclic endometrium, respectively. As indicated above, to produce age and sire matched IVP conceptuses, a third group of synchronized non‐bred heifers (IVP/ET) underwent ET on Day 7 of the estrous cycle with two IVP bovine blastocysts to account for early embryonic mortality. On Day 16, heifers were humanely euthanized by captive bolt at a local processing facility (Southeastern Provisions) and the reproductive tracts were placed on ice for transport to the laboratory (45 min). Considering ovulation in beef heifers occurs approximately 66 h after CIDR removal and it takes approximately 10 h for sperm to reach the oviduct and undergo capacitation, we considered fertilization to occur approximately 68 to 72 h after CIDR removal (10–14 h after AI) [26, 27]. Thus, IVF in production of IVP embryos was timed accordingly in the laboratory so that conceptuses were of similar developmental age and morphological stage. This was confirmed based on morphological appearance and extensive elongation of IVD and IVP conceptus on Day 16, when heifer uteri were collected (Figure 1). Considering the number of corpora lutea (CL) in AI heifers, transferred embryos in ET heifers and number of elongated IVD and IVP conceptuses collected, the Day 16 pregnancy rate for AI heifers was 70% whereas, 47% of IVP conceptuses survived to Day 16. In total, endometrial explants were produced from 13 cyclic heifers and 9 and 6 heifers produced 9 and 7 IVD and IVP conceptuses, respectively, during the study.

### 2.4 Establishment of Conceptus and Endometrial Tissue Cultures

Methods related to tissue cultures are described in detail by Peterson et al. (2025) [22]. Cyclic and pregnant reproductive tracts were rinsed with Dulbecco's phosphate buffered saline (DPBS; Gibco) and ovaries were evaluated for the presence of a mid‐luteal phase CL [28]. Both uterine horns were flushed with 20 mL of RPMI medium (Gibco) to collect Day 16 cyclic and pregnant uterine flush fluid (UFF) and elongated IVD and IVP conceptuses. The UFF from the uterine horn ipsilateral to the CL also underwent proteomic analysis. To establish the tissue culture system, intercaruncular endometrial explants were dissected from the middle third of the ipsilateral uterine horn using sterile biopsy punches (⌀8 mm) and conceptuses were dissected into 5 × 2 mm sections using sterile scalpel blades. The tissues were then added to 1 mL of RPMI medium supplemented with heat inactivated 2% dialyzed fetal bovine serum (FBS; Gibco) and 1% antibiotic‐antimycotic (ABAM; Gibco) in 24 well plates (CELLSTAR; Greiner). The following cultures in media were prepared: (1) no tissue (Control Med; *n* = 7), (2) IVD conceptus section (IVD Conc; mono‐culture, *n* = 9), (3) IVP conceptus section (IVP Conc; mono‐culture, *n* = 7), (4) endometrial explant (Endo; mono‐culture, *n* = 13), (5) endometrial explant and IVD conceptus section (Endo‐IVD Conc; co‐culture, *n* = 15), and (6) endometrial explant and IVP conceptus section (Endo‐IVP Conc; co‐culture, *n* = 13). Cultures were incubated for 12 h in 5% CO_2_ and atmospheric O_2_ at 38.5°C. After, endometrial and conceptus tissue as well as culture media were collected for subsequent transcriptomic and proteomic analysis, respectively. Scanning electron microscopy (SEM) images of an endometrial explant and an Endo‐IVP Conc culture were taken with a Hitachi Tabletop Microscope (TE3030). The tissues were imaged fresh and without fixation.

### 2.5 Tissue RNA Extraction and RNA‐Sequencing

Endometrial explant and conceptus RNA extraction was conducted as previously described in detail [22]. Briefly, endometrial and conceptus total RNA was extracted using bead homogenization (Beadmill 4; FisherScientific) and Trizol following kit on‐column isolation (endometrium) or simply the latter (conceptus) with a DNase I digestion step (RNeasy; Qiagen). Eluted RNA was assessed for quantity and quality using a NanoDrop 1000 (ThermoFisher) and the 2100 Bioanalyzer (Agilent Technologies), respectively. Total RNA was extracted from endometrial tissue from the following cultures: Endo (*n* = 13), Endo‐IVD Conc (Endo‐IVD Conc; *n* = 15), and Endo‐IVP Conc (Endo‐IVP Conc; *n* = 12) and total RNA was extracted from conceptus tissue from the following cultures: IVD Conc (*n* = 7), IVP Conc (*n* = 7), Endo‐IVD Conc (Endo‐IVD Conc; *n* = 9), and Endo‐IVP Conc (Endo‐IVP Conc; *n* = 7). Endometrial and conceptus tissue RNA integrity numbers (RIN) ranged from 5.2 to 9.3 and 6.5 to 10, respectively. Tissue total RNA underwent RNA‐Seq as described in detail by Peterson et al. (2025) [22]. Briefly, library preparation including ploy (A) enrichment, amplification and sequencing [NovaSeq 6000 (Illumina)] was performed at the University of Missouri DNA Core Facility (Columbia, MO). The RNA‐Seq libraries were prepared using the Stranded RNA Prep Ligation Kit (Illumina) and final amplified libraries were purified by addition of Axyprep Mag PCR Clean‐up beads (Corning). The RNA‐Seq raw sequences (fastq) underwent adaptor removal and quality trimming using Trimmomatric and quality pair‐end reads were aligned to the bovine reference genome (ARS‐UCD1.2.103) using the STAR and Hisat2 programs for the endometrium and conceptus tissues, respectively [29]. The sorted binary alignment maps and the NCBI annotation assembly were subject to featureCounts to quantify read counts of genes for each sample. The number of fragments per kilobase of transcript per million mapped reads (FPKM) were calculated from the read count data and gene length using edgeR. Raw fastq and featureCount data are available within the national center for biotechnology information (NCBI) Gene Expression Omnibus (GEO; accession numbers: GSE256172 and GSE295732).

### 2.6 Real‐Time Quantitative PCR (RT‐qPCR)

Explant RNA was assayed by RT‐qPCR to verify endometrial response to the conceptus prior to RNA‐Seq. During the RT‐qPCR, previously validated conceptus‐induced, IFNT dependent and independent DEG were assayed as previously described in detail [16, 17, 30]. Briefly, 500 ng of total RNA was reverse transcribed into cDNA using the High‐Capacity cDNA Reverse Transcription Kit (Applied Biosystems; ThermoFisher). Seven serial dilutions (1:4) were made from a resulting sample cDNA pool and used to determine percent primer efficiencies (*E* = [10^(−1/slope)^−1]/2*100). A dissociation analysis was included for each primer set and gel electrophoresis was used to validate amplicon length. Individual cDNA samples were diluted 1:20 in nuclease free water and 20 μL sample RT‐qPCR reactions were prepared in duplicate with 10 μL SYBR Green (Applied Biosystems), 1.2 μL of the forward primer, 1.2 μL of the reverse primer, 2.6 μL of nuclease‐free water, and 5 μL of cDNA template (6.25 ng mRNA equivalent). During RT‐qPCR and for each target gene, sample cDNA, no‐reverse transcriptase (NRT), and no‐template controls (NTC; cDNA replaced with nuclease free water) were assayed on a single 96‐well plate. Thermocycler (QuantStudio 3; Applied Biosystems) settings were 50°C for 2 min, 95°C for 2 min, followed by 40 cycles at 95°C for 15 s and 60°C for 1 min. Eight reference genes were assayed across a subset of cDNA samples to identify reference genes [31]. Tyrosine 3‐monoxygenase (*YWHAZ*) and ring finger protein 11 (*RNF11*) were the most stably expressed genes across all samples and were used to normalize target gene relative expression using a generalized delta–delta cycle method (∆∆Cq, known also as ∆∆Ct) [32]. Prior to statistical analysis, all normalized relative gene expression quantities were log transformed (Log10). A list of target genes, primer sequences, primer efficiencies and corresponding amplicon sizes associated with the RT‐qPCR analysis can be found in Table S1.

### 2.7 Culture Medium Proteomic Analysis

Media samples collected from the cultures were analyzed for proteomic composition using LC–MS/MS at the University of Tennessee Health Sciences Center, Proteomics and Metabolomics Core (UTHSC PMC; Memphis, TN) as previously described in detail [22]. Media from the following cultures was assayed: (1) Control Med (*n* = 7), (2) IVD Conc (*n* = 7), (3) IVP Conc (*n* = 7), (4) Endo (*n* = 9), (5) Endo‐IVD Conc (*n* = 10) and (6) Endo‐IVP Conc (*n* = 10). The UFF from Endo/Cyclic heifers (*n* = 4) and heifers carrying IVD (IVD/AI; *n* = 4) and IVP (IVP/ET; *n* = 5) conceptuses were also assayed. In preparation of proteomics, samples were normalized to 25 μg of protein in 50 μL (culture media) or 160 μL (UFF) using RPMI medium and supplemented with SDS and triethylammonium bicarbonate (TEAB) to the final concentrations of 0.5% and 100 mM (pH 8.3), respectively. Sample proteins were precipitated with 5 volumes of cold acetone and protein pellets were washed, air dried and redissolved (50 μL of digestion buffer; 100 mM ammonium bicarbonate). Dissolved proteins were digested (1 μg of Pierce trypsin/Lys‐C protease mixture; ThermoFisher) and peptide samples were desalted using Pierce C‐18 spin tips (ThermoFisher) according to the manufacturer's protocol, and vacuum dried.

Each peptide sample (10 μg) was re‐dissolved in 100 μL of loading buffer and 5 μL (0.5 μg) was analyzed using LC–MS/MS method with 160 min LC gradient for peptide/protein identification and label‐free quantification (LFQ). Raw MS data were acquired on an Orbitrap Fusion Lumos mass spectrometer (ThermoFisher) operating in line with Ultimate 3000RSLCnano UHPLS system (ThermoFisher). The peptides were trapped on an Acclaim PepMap 100 nanoViper column (75 μm × 20 mm; ThermoFisher), washed with loading buffer and separated on an Acclaim PepMap RSLC nanoViper column (75 μm × 500 mm, C‐18, 2 μm, 100 Å; ThermoFisher) using water and acetonitrile with 0.1% formic acid as solvents A and B, respectively. The following multi‐point linear gradient was applied: 3% B at 0–4 min, 5% B at 5 min, 23% B at 110 min, 30% B at 120 min, 90% B at 123–133 min, and 3% B at 136–160 min. Data dependent acquisition (DDA) method was used where full MS scans were performed in the Orbitrap analyzer at 120 000 (FWHM, at m/z = 200) resolving power to determine the accurate masses (m/z) and the abundances of peptides. The data dependent MS2 analysis was performed on precursor ions with peptide‐specific isotopic pattern, charge state 2–6, and intensity of at least 10 000 to determine peptide sequences. For MS2 scans, peptide ions were isolated using quadrupole isolation with 0.7 m/z window, fragmented (HCD, 30% NCE), and the fragment masses were determined in the Orbitrap analyzer at 30 000 (FWHM, at m/z = 200) resolving power. Dynamic exclusion was applied for 45 s.

Analysis of the raw MS data was performed with Proteome Discoverer 2.4 (ThermoFisher) using Sequest HT search algorithm and bovine protein databases (SwissProt, *Bos taurus* , Tax‐ID 9913, v.04‐30‐2022, 6016 entries; TrEMBL, *Bos taurus* , Tax‐ID 9913, v.04‐30‐2022, 40 736 entries). The precursor and fragment ion mass tolerances were set to 10 ppm and 0.02 Da, respectively, and raw data were filtered for the precursor ions with S/N of at least 1.5. The peptide spectrum matches (PSM) were filtered for further analysis using a delta Cn (normalized score distance from the second‐best‐scoring PSM) threshold of 0.05 and q‐values were calculated at PSM level (Percolator), and then, at peptide level (Qvality algorithm) to control false discovery rate (FDR). The FDR threshold of 0.01 was used to validate and filter the data at PSM and then at peptide levels. Identified candidate protein sum‐PEP scores were used to calculate the experimental *q*‐values at protein level. The candidate proteins were further validated (without filtering) using 0.01 and 0.05 FDR thresholds. Peptide quantification was based on LC peak area with at least 5 data‐points. The Proteome Discoverer protein abundances were determined as summed abundances of assigned peptides and default imputation was used for missing values (assigned zero). Unique and razor peptides were used for protein quantification.

### 2.8 Statistical Analyses

The RNA‐seq and LC–MS/MS data were statically analyzed as described by Peterson et al. (2025) [22]. For the RNA‐Seq data, to potentially identify unique gene transcripts within the tissues in general and without direct comparisons, transcripts detected in 70% of the endometrial and conceptus samples within a treatment and with an average FPKM ≥ 0.05 are presented in Data S2 and S3, respectively. In preparation of direct comparisons, featureCount output data were independently filtered at an alpha level of 0.01 with the DESeq2 package and unexpected variation, unrelated to treatment, was accounted for using the RUVSeq package [33, 34]. Differentially expressed genes (DEG) between tissues were determined after multiple comparison correction (Benjamini‐Hochberg) and P‐value adjustment (FDR; *α* ≤ 0.05) using the DESeq function. Quantified peptide LC–MS/MS data were normalized with the Cyclic Loess normalization function in the R/Bioconductor package limma and analyzed to determine differential expression [35]. An ad hoc *t*‐test and fold change were calculated using an ANOVA for all pairwise comparisons between treatments. A Tukey correction was applied and only proteins with *p* < 0.05 were considered differentially abundant proteins (DAP). To better identify tissue proteins with a likelihood of secretion, identified proteins (DAP) found to be more abundant in cultures underwent GO cellular component complete annotation using the Gene Ontology Resource (Release: 2024‐11‐03) powered by Panther (19.0). The *Bos taurus* background was used and proteins predicted to reside within the extracellular region (GO:0005576) were considered to have a high likelihood of secretion. Using the list of genes identified as expressed within the endometrium and conceptus tissue based on FPKM values, the same method was used to identify potential endometrial and conceptus cell plasma membrane proteins (GO:0005886) which may serve as ligands or receptors for secreted proteins. All protein data associated with tissue cultures, possible secreted proteins and tissue ligands/receptors, and identified UFF proteins are presented in Data [Link], [Link], [Link], respectively.

Principal component analysis (PCA) plots and heatmaps (DEG and/or Pearson Correlation) associated with the transcriptomic and proteomic data were generated using the prcomp function in R on the 1000 most variable transcripts or proteins and the ggplot2 and ComplexHeatmap visualization packages [36]. Venn diagrams were plotted to compare DEG and DAP between treatment conditions using Venny 2.1 (BioinfoG) as well as UFF proteins, the latter of which is presented in Figure S1. The Data for Annotation, Visualization, and Integrated Discovery (DAVID) Bioinformatics Resource was utilized to perform gene ontology (GO) analyses of DEG and DAP using the *Bos Taurus* background [37]. Enriched biological processes (BP; GO direct category) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were analyzed [37]. The GO direct BP and KEGG pathways were considered significant when FDR ≤ 0.05 or tendency for significance when 0.05 < FDR ≤ 0.10. The mouse genome informatics (MGI; version 6.24) database Analysis Tool (batch query) was used to identify IVP conceptus DEG associated with an abnormal embryonic or fetal mammalian phenotype. The RT‐qPCR log transformed data were statistically analyzed using a generalized linear model (Proc GLM; SAS 9.4). Normality of residual data were assessed using the diagnostics residuals statement and histogram. Data are presented as the least squares means (LSM) ± standard error of the LSM (SEM) (Table S2).

## 3 Results

### 3.1 The Endometrial Transcriptome in Response to IVP and IVD Conceptuses

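Gene transcripts were counted in 28 endometrial libraries after 12 h of culture of Day 16 intercaruncular endometrium. Of these, 13 came from explants cultured alone (Endo) and 15 from explants cultured with sections of IVD conceptuses (Endo-IVD Conc). The Endo libraries came from 13 uteri, and the Endo-IVD Conc libraries from 11 of the same uteri, of which 4 gave a pair of co-cultured explants, each with another conceptus. Libraries of explants cultured with IVP conceptuses were not analysed here. The total count per library, in M (mega), ranged from 44.21 to 61.5 M in Endo (median 54.87 M) and from 48.67 to 63.97 M in Endo-IVD Conc endometrium (median 56.44 M). The authors trimmed the reads with Trimmomatic, aligned them to ARS-UCD1.2 with STAR and counted reads per gene with featureCounts, as named in their processing notes; tool versions and the strand setting of the counting are not given in the sources used here. From these counts, edgeR's expression filter kept 16443 of the 27270 genes of the table, libraries were scaled by TMM, and Endo-IVD Conc was compared with Endo by edgeR's quasi-likelihood test, with a Benjamini-Hochberg adjusted p of at most 0.05. The paper filtered these counts with DESeq2 and accounted for unwanted variation with RUVSeq, so DESeq2 and such factors (own implementation, since their kind and number are not given in the sources used here) were used in alternative fits. Levels are given in CPM (counts per M counts of the TMM-scaled library) and fold changes as log2 of co-culture over mono-culture. The fit takes explants of 1 uterus as independent, and a fit with the uterus as a replicate block is given beside a result where it changes the call.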

RNA‐seq was used to identify mono‐culture and co‐culture conceptus and endometrial gene transcripts. Based on the principal component analysis (PCA) and Pearson correlation and differentially expressed gene (DEG) heatmaps, gene transcripts in endometrium co‐cultured with IVD and IVP conceptus (Endo‐IVD Conc and Endo‐IVP Conc, respectively) tissue were distinct from that of mono‐cultured endometrium (Endo; Figure 2A–C). 

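Transcripts of antiviral genes parted the co-cultured from the mono-cultured explants. MX2, an interferon-induced antiviral GTPase, rose from 4.31 ± 4.26 CPM (SD, n = 13) in Endo to 1300.2 ± 630.4 CPM (SD, n = 15) in Endo-IVD Conc endometrium, a log2 fold change of 8.23 (standard error 0.48, adjusted p = 2.06e-14 from edgeR). RSAD2, which encodes the antiviral enzyme viperin, rose from 24.2 ± 19.3 to 5974 ± 1905 CPM. MX2, RSAD2, IFIT3, ISG15 and IFIT1 carried the largest weights of the first principal component of the 1000 most variable genes. This component held 28.4% of the variance and had a mean score of -27.0 ± 11.9 (SD, n = 13) in Endo and 23.4 ± 13.7 (SD, n = 15) in Endo-IVD Conc endometrium. The difference was larger than in any random grouping drawn (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). This test exchanged libraries freely and does not use the pairing of explants by uterus. The score was higher in co-culture in 11 of 11 uteri.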

Endo‐IVP Conc endometrium contained 22 more and 33 less abundantly expressed DEG compared to the Endo‐IVD Conc (Figure 2D). Transcripts for *IL‐17A*, cholinergic receptor nicotinic beta 3 (*CHRNB3*) and a choline transporter, solute carrier family 5 member 7 (*SLC5A7*), were between 22 and 25‐fold greater in Endo‐IVP Conc endometrium (Data S2). 

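In Endo-IVD Conc endometrium, 819 genes were more and 353 less abundant than in Endo at an adjusted p of at most 0.05 from edgeR. Of the 1172 changed genes, 624 moved the same way in all 11 uteri that gave both cultures, and 246 rose and 12 fell by more than 3-fold (the latter count was 5 with the uterus as a replicate block, 3 without culture set 4, 31 with DESeq2 and 42 with no low-count filter). SOX18, a transcription factor of endothelial cells, fell from 109 ± 36.4 CPM (SD, n = 13) to 45.8 ± 10.8 CPM (SD, n = 15), a log2 fold change of -1.25 (standard error 0.15, adjusted p = 3.08e-07 from edgeR), and was lower in 11 of 11 uteri. VASH1, an inhibitor of angiogenesis made by endothelial cells, had a log2 fold change of -1.57 (standard error 0.27), and GPIHBP1, which anchors lipoprotein lipase to capillaries, of -1.55 (standard error 0.29). Of 14 endothelial markers, which hold none of these 3, 2 fell (PECAM1 by a log2 fold change of -0.97 and EMCN by a log2 fold change of -0.48) and none rose, while 2 fell and 2 rose when adjusted over the list alone; their median was -0.26 (camera's adjusted p = 0.395; adjusted p = 0.957 with an estimated correlation). With the replicate block, 7 fell and 2 rose (ERG, adjusted p = 0.0247, and MMRN2, 0.00401 from edgeR), with a median of -0.34 (camera's adjusted p = 0.0299; adjusted p = 0.910 with an estimated correlation). Of 8 smooth muscle markers, 4 rose, among them ACTG2, a smooth muscle actin, from 13.0 ± 13.7 to 145 ± 259 CPM (log2 fold change 3.48, standard error 0.88), but it was higher in 5 of 11 uteri only, and none of the 8 passed with the replicate block (adjusted p from 0.0872 to 0.616 for the 4). The count of less abundant genes was 633 with the replicate block and 192 without uteri 38 and 69, whose co-cultured explants held the most smooth muscle transcript, an alternative chosen after seeing the data. Over all alternatives, 591 to 1650 genes were more and 103 to 1705 less abundant.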

Compared to the Endo, 2700 (*n* = 1416 more‐ and 1284 less abundantly expressed) and 3529 (*n* = 1873 more‐ and 1656 less abundant expressed) DEG were identified in the Endo‐IVD Conc and Endo‐IVP Conc endometrium, respectively (FDR ≤ 0.05; Figure 2C).

**FIGURE 2:**
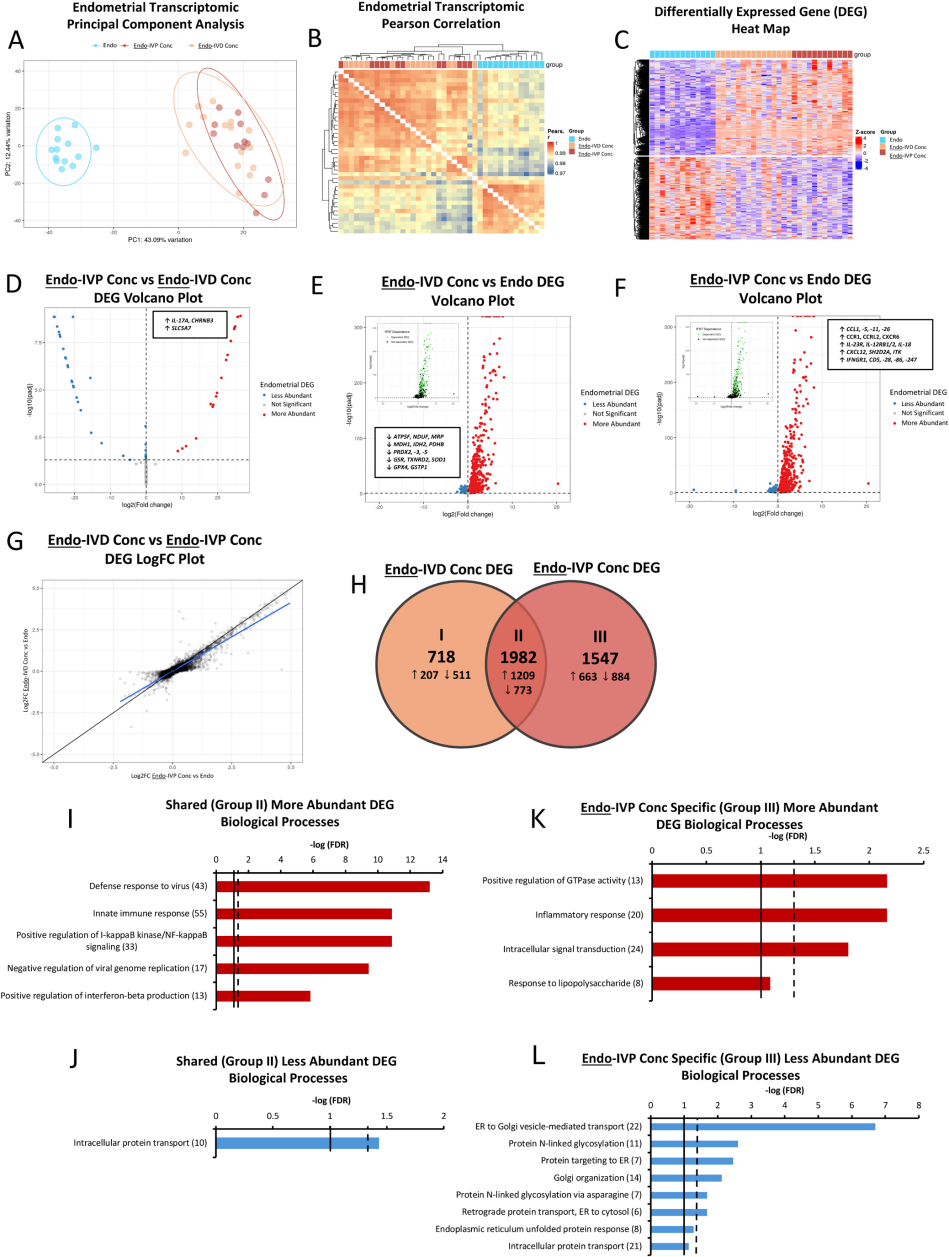
Endometrial transcripts identified by RNA sequencing (RNA‐Seq). (A–C) Principal component analysis (PCA; A), Pearson correlation heat map (B) and differential expressed gene (DEG) heat map (C) of endometrial transcripts from mono‐ and co‐culture endometrium identified by RNA‐Seq [Endo (*n* = 13), Endo‐IVD Conc (*n* = 15), or Endo‐IVP Conc (*n* = 12)]. (D) Endo‐IVP Conc compared to Endo‐IVD Conc DEG volcano plot. (E, F) Endo‐IVD Conc (E) or Endo‐IVP Conc DEG (F) volcano plot compared to Endo. Small internal graph left of center in (E and F) are the same graph with IFNT dependent DEG highlighted green. (G) Endo‐IVD Conc (y‐axis) and Endo‐IVP Conc DEG (x‐axis) log fold change (LogFC) plot associated with DEG volcano plots (E and F), respectively. (H) Venn diagram of Endo‐IVD Conc and Endo‐IVP Conc DEG identified when compared to mono‐culture Endo. Arrows indicate the status of DEG expression (more or less abundantly expressed). (I, J) Biological processes (BP) associated with more (1209; I) or less (773; J) abundantly expressed DEG shared between Endo‐IVD Conc and Endo‐IVP Conc (Venn diagram H, Group II). (K, L) Biological processes associated with more (663) or less (884) abundantly expressed DEG specific to Endo‐IVP Conc (Venn diagram H, Group III). Broken and solid line within (I‐J) indicate FDR = 0.05 and 0.10, respectively. The number at the end of the BP indicates the number of DEG involved in the pathway.

To determine if maternal recognition (IFNT signaling) was impaired between the two conceptus types, possibly contributing to the DEG discrepancy, a previously published list of bovine IFNT regulated genes (IRG) was used to identify IFNT dependent DEG in the Endo‐IVD Conc and Endo‐IVP Conc endometrium [17]. Regardless of conceptus type, endometrial expression of IRG was similar with the same 375 more abundantly expressed IRG and a similar number of less abundantly expressed IRG (20 and 15, Endo‐IVD and Endo‐IVP Conc, respectively) with comparable average log fold changes (LogFC). 

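Of 52 members of a textbook list of interferon-stimulated genes that were matched by symbol, 51 rose in Endo-IVD Conc endometrium and none fell (51 when adjusted over the list alone). ISG15 (ENSBTAG00000014707), a ubiquitin-like protein that is attached to other proteins, rose from 22.6 ± 15.1 CPM (SD, n = 13) to 3388 ± 1232 CPM (SD, n = 15), a log2 fold change of 7.23 (standard error 0.35, adjusted p = 2.28e-16 from edgeR). IRF9, the DNA-binding part of the transcription factor through which type I interferon acts, rose by a log2 fold change of 3.78 (standard error 0.15), and PARP14, an ADP-ribosyl transferase, by 4.87 (standard error 0.19). Each of the 3 was higher in co-culture in 11 of 11 uteri. The list had a median log2 fold change of 4.12, and its adjusted p from camera, which sets a list against all other genes, was 5.60e-10 with an estimated correlation between genes and too small to be printed with the preset one. The published list of IFNT regulated genes that the paper used was not used here.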

Of note, out of the top 30 most abundantly expressed DEG in Endo‐IVD and Endo‐IVP Conc endometrium compared to Endo, 29 and 27 DEG, respectively, were IRG and had an average LogFC > 6 (Figure 2E,F). Thus, the discrepancy in the number of DEG (*n* = 2700 vs. 3529) between Endo‐IVD Conc and Endo‐IVP Conc endometrium compared to Endo does not appear to be related to IFNT, the maternal recognition of pregnancy signal. 

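The 30 genes with the largest log2 fold changes in Endo-IVD Conc endometrium averaged 6.15 and ranged from 4.91 to 8.23. Of them, 19 were matched to the interferon list, 6 carried no gene symbol in the table, and 5 carried a symbol that was not matched to the list. IFIT3, IFIT2 and IFIT1, which bind viral RNA and hold up its translation, rose by log2 fold changes of 7.99 (standard error 0.30), 7.17 (standard error 0.31) and 7.08 (standard error 0.35), with n = 13 Endo and n = 15 Endo-IVD Conc explants. USP18, which takes ISG15 off proteins, rose by 6.00 (standard error 0.23), and UBA7, which starts its attachment, by 6.56 (standard error 0.29). The sensors of foreign RNA OAS1X, OAS1Y and OAS1Z rose by 5.88, 5.67 and 5.88; they are paralogs that may share reads, so their separate values are uncertain. The adjusted p of these genes from edgeR lay between 3.83e-18 and 8.01e-12, and all were higher in 11 of 11 uteri. The genes with an unmatched symbol, named after their values were seen, were CLEC4F (log2 fold change 6.62), a C-type lectin, SLFN11 (5.46), GBP2 (5.26), a guanylate-binding protein, DDX58 (5.13), the RNA sensor RIG-I, and CCL8 (5.05), a chemokine of monocytes. DDX58 is on the list under its other symbol RIGI, which was not matched, so the 19 leaves it out. The 6 genes without a symbol could not be matched either, so 19 is a lower count.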

Mean abundances of IFNT protein (IFNT3) were also similar in IVD and IVP Conc mono‐culture and co‐culture media (Data S4).

Using the complete list of DEG, a Venn diagram was plotted to compare Endo‐IVD and Endo‐IVP Conc endometrial DEG and identify biological processes (BP) or Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways specific to conceptus type (Figure 2H–L). Fourteen BP and 25 KEGG pathways (FDR ≤ 0.05), mostly related with IFN signaling, were associated with the shared more abundantly expressed (*n* = 1209) endometrial DEG (Figure 2I). 

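Genes that prepare peptides for MHC class I rose together in Endo-IVD Conc endometrium. Of 17 measured members, 14 rose and none fell (14 when adjusted over the list alone), with a median log2 fold change of 0.82 (camera's adjusted p = 6.94e-23; adjusted p = 5.31e-04 with an estimated correlation). TAP1, which carries peptides into the endoplasmic reticulum, rose from 109 ± 23.2 CPM (SD, n = 13) to 365 ± 77.9 CPM (SD, n = 15), a log2 fold change of 1.74 (standard error 0.12, adjusted p = 2.13e-12 from edgeR). PSMB8, a catalytic subunit of the immunoproteasome, rose by 1.46 (standard error 0.12, adjusted p = 3.68e-11 from edgeR). Of 9 members of MHC class II presentation, BOLA-DMB, which helps load peptides, rose by 1.96 (standard error 0.23, adjusted p = 1.23e-07 from edgeR), the count was the same when adjusted over the list alone, and the list's median was 0.19 (camera's adjusted p = 0.0800; adjusted p = 0.931 with an estimated correlation). With the replicate block 3 of the 9 rose, as CIITA, the activator of these genes (adjusted p = 0.0307), and BOLA-DRA (adjusted p = 0.00333 from edgeR) passed as well, and with the culture set as a block neither did (adjusted p = 0.229 and 0.120). Of 34 chemokines and cytokines, 6 rose and 1 fell (7 and 3 when adjusted over the list alone, and 7 and 2 with the replicate block). CXCL10, which draws in T and natural killer cells, rose by 4.22 (standard error 0.58, adjusted p = 2.84e-06 from edgeR), and TNFSF10, the death ligand TRAIL, by 3.44 (standard error 0.35). CXCL5, a chemokine of neutrophils, fell by 1.65 (standard error 0.47, adjusted p = 0.0251 from edgeR). The median of these 34 was -0.10 but their mean was 0.46, and camera gave their direction as up (adjusted p = 0.0583; adjusted p = 0.931 with an estimated correlation). The sign of the median changed without culture set 3 (0.163, camera's adjusted p = 0.0129 with the preset correlation) and without set 5 (0.0211, 0.0314).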

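In endometrium cultured with IVD conceptus tissue, 2 of 38 measured genes of complex I fell and none rose (13 fell when adjusted over the list alone), with a median log2 fold change of -0.26 (camera's adjusted p = 7.74e-05; adjusted p = 0.931 with an estimated correlation) and of -0.12 with the uterus as a replicate block (camera's adjusted p = 0.0299; adjusted p = 0.910 with an estimated correlation). NDUFB4, an accessory subunit, fell from 21.7 ± 4.20 CPM (SD, n = 13) to 16.4 ± 1.76 CPM (SD, n = 15), a log2 fold change of -0.41 (standard error 0.09, adjusted p = 0.00240 from edgeR). NDUFS8, a subunit with iron-sulfur clusters, fell by 0.58 (standard error 0.16, adjusted p = 0.0259 from edgeR; 0.109 with the block, which leaves 1 of the 38). With the culture set as a block 1 of the 38 fell as well, and with 2 RUVr factors 21 fell. The paper names NDUF subunits from these samples, so the list of complex I is not independent evidence of its direction. Of 24 genes of complexes II to IV, 5 fell and 1 rose (10 and 1 when adjusted over the list alone), with a median of -0.27 (camera's adjusted p = 3.81e-04; adjusted p = 0.931 with an estimated correlation) and of -0.10 with the block (camera's adjusted p = 0.0299; adjusted p = 0.910 with an estimated correlation). COX7A2, a subunit of cytochrome c oxidase, fell by 0.50 (standard error 0.09, adjusted p = 1.66e-04 from edgeR) and was lower in 11 of 11 uteri; the gene that rose was COX7A1, its counterpart in muscle, by 0.49 (named after its value was seen). Of 25 genes that build glycosaminoglycans, 2 fell (6 when adjusted over the list alone) and none rose: CHST14, a sulfotransferase of dermatan sulfate, by a log2 fold change of -0.48 (standard error 0.13, adjusted p = 0.0185 from edgeR), and EXT2, a heparan sulfate polymerase, by a log2 fold change of -0.25 (standard error 0.07). Their median was -0.16 (camera's adjusted p = 0.0966; adjusted p = 0.931 with an estimated correlation), and with the replicate block 4 fell, as CSGALNACT1 (adjusted p = 7.03e-04) and CHST15 (0.00788 from edgeR) passed as well, at a median of -0.17 (camera's adjusted p = 0.0299; adjusted p = 0.910 with an estimated correlation). Of 39 genes of transport from the endoplasmic reticulum to the Golgi, KDELR1 and KDELR3, which return escaped proteins, fell at log2 fold changes of -0.42 (standard error 0.09) and -0.39 (standard error 0.11), and SEC24B, a coat protein, rose by 0.60 (standard error 0.09); 4 fell and 2 rose when adjusted over the list alone. Their median was -0.08 (camera's adjusted p = 0.145; adjusted p = 0.957 with an estimated correlation), and with the replicate block 5 fell and 1 rose, at a median of -0.10 (camera's adjusted p = 0.0305; adjusted p = 0.910 with an estimated correlation). Of 34 genes of N-linked glycosylation, PRKCSH, a subunit of glucosidase II, fell by 0.25 (standard error 0.08, adjusted p = 0.0408 from edgeR), none did when adjusted over the list alone, and 5 fell with the replicate block, among them GANAB (adjusted p = 0.0289) and ALG6 (0.0384 from edgeR); the median was -0.18 (camera's adjusted p = 0.0264; adjusted p = 0.931 with an estimated correlation). This list lost its call without culture set 7 (median -0.14, camera's adjusted p = 0.101) and in alternatives chosen after seeing the data, with the smooth muscle level as a covariate (-0.10, 0.212) and without uteri 38 and 69 (-0.11, 0.136).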

The BP intracellular protein transport (Figure 2J) and 10 KEGG pathways including metabolic pathways, glycosaminoglycan biosynthesis and oxidative phosphorylation (FDR ≤ 0.05) were associated with the shared less abundantly expressed (*n* = 773) endometrial DEG. 

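PRDX2, a peroxiredoxin that removes hydrogen peroxide, fell in Endo-IVD Conc endometrium from 129 ± 41.0 CPM (SD, n = 13) to 93.1 ± 14.7 CPM (SD, n = 15), a log2 fold change of -0.48 (standard error 0.12, adjusted p = 0.0122 from edgeR). It was lower in 10 of 11 uteri and was the only 1 of 29 genes that control reactive oxygen species to pass the test, over all genes or adjusted over the list alone. SOD1, which turns superoxide into hydrogen peroxide, had a log2 fold change of -0.21 (standard error 0.07, adjusted p = 0.0571 from edgeR) and passed with the replicate block (adjusted p = 0.0477), but not with the co-cultures of 1 uterus summed under that block (adjusted p = 0.122) or with the culture set as a block (0.107). The list had a median of -0.31 (camera's adjusted p = 0.00819; adjusted p = 0.931 with an estimated correlation), and with the replicate block a median of -0.18 (camera's adjusted p = 0.0797). It holds genes the paper chose on these samples, so it is not independent evidence of its direction. Of 20 genes of ATP synthase, 7 fell and none rose (12 when adjusted over the list alone), with a median of -0.30 (camera's adjusted p = 4.17e-04; adjusted p = 0.931 with an estimated correlation). ATP5F1A, the alpha chain of its catalytic part, fell by 0.33 (standard error 0.07, adjusted p = 0.00388 from edgeR) and ATP5F1D, the delta chain, by a log2 fold change of -0.45 (standard error 0.11, adjusted p = 0.00933 from edgeR); both were lower in 11 of 11 uteri. With the replicate block 4 of the 20 fell and ATP5IF1 rose (adjusted p = 0.0325 from edgeR, named after its value was seen), at a median of -0.13 (camera's adjusted p = 0.0305; adjusted p = 0.910 with an estimated correlation). With the culture set as a block 1 of the 20 fell, and with 2 RUVr factors 12 fell. The paper names ATP5F subunits from these samples, so the list of ATP synthase is not independent evidence of its direction.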

No BP or KEGG pathways were associated with the more abundantly expressed DEG specific to Endo‐IVD Conc endometrium (*n* = 207), however, 17 KEGG pathways (FDR ≤ 0.05) were associated with the less abundantly expressed DEG (*n* = 511) including chemical carcinogenesis related to reactive oxygen species (ROS) (FDR < 0.001) and oxidative phosphorylation (FDR < 0.001), which were the third and fifth most significant, respectively.

Three BP were associated with the more abundantly expressed DEG specific to Endo‐IVP Conc endometrium (*n* = 663) including, from most to least significant, positive regulation of GTPase activity (FDR < 0.01), inflammatory response (FDR < 0.01), and intracellular signal transduction (FDR < 0.05). Response to lipopolysaccharide (LPS) tended to be significant (FDR = 0.08; Figure 2K). Genes associated with inflammatory responses and response to LPS included several chemokines, cytokines, and related receptors associated with increased T‐helper type 1 lymphocyte (Th1), Th17 and natural killer (NK) cell activity including CC motif chemokine ligands (*CCL1*, *CCL5*, *CCL11* and *CCL26*), CC and CXC ligand receptors (*CCR1*, *CCRL2*, and *CXCR6*), interleukin‐23 receptor (*IL‐23R*), IL‐12 receptor B1 and B2 (*IL‐12RB*), and *IL‐18*. Seven BP and five KEGG pathways (FDR ≤ 0.05) were associated with less abundantly expressed DEG specific to Endo‐IVP Conc endometrium (*n* = 884), several of which were associated with some aspect of proteostasis and protein transport including the most significant BP (ER to Golgi vesicle‐mediated transport; *p* < 0.001) and KEGG pathway (Protein processing in endoplasmic reticulum; *p* < 0.001) (Figure 2L). The second most significant down‐regulated BP and KEGG pathway was related to protein glycosylation (*p* < 0.01). Endometrial DEG associated with each tissue and comparison are provided in Data S2.

### 3.2 IVD and IVP Conceptus Transcriptomes in Response to Endometrium

The PCA and Pearson correlation and DEG heatmaps suggested mono‐cultured IVD and IVP conceptus (IVD and IVP Conc, respectively) transcriptomes were similar, though diverged during co‐culture with endometrium (Figure 3A–C). 

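Gene transcripts were counted in 17 libraries of conceptus tissue after 12 h of culture: 8 of IVD conceptus sections cultured alone (IVD Conc) and 9 of sections cultured on endometrial explants (Endo-IVD Conc). The IVD Conc libraries came from 8 conceptuses and the Endo-IVD Conc libraries from 7 of them, on the explants of 6 uteri. The paper gives n = 7 for IVD Conc while its Data S1 and the labels give 8; which 7 it used is not stated in the paper's text, so all 8 were used. Their total counts were 77.91 M for the conceptus of heifer 5, 104.4 for 8, 65.49 for 22, 76.1 for 26, 89.52 for 47, 94.75 for 50, 66.18 for 66 and 83.73 for 71 (median 80.82). The Endo-IVD Conc libraries held 58.58 to 92.01 M counts (median 74.3 M). The authors aligned the trimmed reads to ARS-UCD1.2 with HISAT2, not with STAR as for endometrium, and counted reads per gene with featureCounts, so each tissue was fitted alone. The filter kept 14746 of 16149 genes, and Endo-IVD Conc was compared with IVD Conc as for endometrium. Tissue of IVP conceptuses was not analysed here.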

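The conceptuses differed from each other more than their mono- and co-cultured sections did. CGA, the alpha chain of glycoprotein hormones, CFAP54, a protein of cilia, and CHL1, a cell adhesion protein, carried the largest weights of the first principal component of the 1000 most variable genes (the 3 were named after the weights were seen). This component held 54.2% of the variance, of which a share of 0.911 lay between conceptuses (permutation test, p = 0.001). Its mean score was -5.86 ± 51.7 (SD, n = 8) in IVD Conc and 5.21 ± 45.6 (SD, n = 9) in Endo-IVD Conc, a difference within the spread between conceptuses (two-sided exact permutation test, p = 0.639; higher in co-culture in 4 of 7). The second component, with 12.5% of the variance, did not part the cultures in this test either (two-sided exact permutation test, p = 0.899). It was higher in co-culture in 1 of 7 conceptuses, and a share of 0.832 of its variance lay between conceptuses. These tests do not use the pairing of sections, so a shift within conceptuses can be missed. The third, examined after the first 2 had been seen, held 7.76% and was higher in co-culture in 7 of 7 conceptuses (two-sided exact permutation test, p = 0.00893). The hemoglobin genes HBA and HBM were among its 3 largest weights.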

Compared to mono‐cultured IVD Conc tissue, only three DEG (all less abundantly expressed) were identified in mono‐cultured IVP conceptus tissue (IVP Conc; Figure 3D). However, when the co‐cultured tissues were compared, 377 (*n* = 215 more‐ and 162 less‐abundantly expressed) DEG were identified in IVP conceptus tissue (Endo‐IVP Conc; Figure 3E). Three KEGG pathways (FDR ≤ 0.05) related to various diseases (Epstein–Barr virus infection, Parkinson's and viral carcinogenesis) were associated with more abundantly expressed DEG in Endo‐IVP Conc tissue. One KEGG pathway (metabolic pathways; *p* < 0.05) was associated with less abundantly expressed DEG. When DEG underwent mammalian phenotype analysis using the mouse genome informatics (MGI) database, 56 more‐ (*n* = 215/56; 26%) and 25 less‐abundantly expressed (*n* = 162/25; 15%) DEG in Endo‐IVP Conc tissue were associated with abnormal embryonic and/or fetal development including embryonic lethality. Further, when Endo‐IVD Conc tissue (co‐culture) were compared to IVD Conc tissue (mono‐culture) the number of DEG (> 3‐fold) and LogFC difference in gene expression was considerably greater than that IVP conceptus tissue (Figure 3F–H).

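In Endo-IVD Conc tissue, 56 genes rose and 18 fell by more than 3-fold against IVD Conc at an adjusted p of at most 0.05 from edgeR. PPP1R27, a regulatory subunit of protein phosphatase 1, rose from 0.463 ± 0.283 CPM (SD, n = 8) to 8.74 ± 11.9 CPM (SD, n = 9), a log2 fold change of 4.23 (standard error 0.90, adjusted p = 0.0145 from edgeR; 2.86 with the conceptus as a replicate block). MFSD2A, a carrier of lysophospholipids, rose by 2.66 (standard error 0.74), SLC41A1, a magnesium transporter, by 2.64 (standard error 0.62), and PDE2A, which breaks down cyclic nucleotides, by 2.97 (standard error 0.84), with adjusted p from 0.0216 to 0.0433 from edgeR. ENDOU, a placental endoribonuclease, rose by 2.52 (standard error 0.52, adjusted p = 0.0128 from edgeR), and EFNA3, a ligand of Eph receptors, by 2.08 (standard error 0.40, adjusted p = 0.0104 from edgeR), both in 7 of 7 conceptuses. UGT1A6, an enzyme of glucuronidation, had a log2 fold change of -2.27 (standard error 0.50, adjusted p = 0.0175 from edgeR; -1.37 with the block), and DOCK8, an activator of CDC42, fell by 2.15 (standard error 0.62). With this block 39 rose and 22 fell by more than 3-fold, without the co-cultures on uterus 38 (an alternative chosen after seeing the data) 97 and 81, and with the culture set as a block 18 and 16. Leaving out culture sets gave 0 and 0 without the cultures of conceptuses 8 and 26, 6 and 4 without those of conceptuses 22 and 47, 19 and 6 without those of conceptus 71, 31 and 11 without the IVD Conc library of heifer 5, and 67 and 34 without culture set 7. Without the co-culture of conceptus 47 on uterus 54, chosen after seeing the data, they were 33 and 11, and with DESeq2 118 and 57.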

**FIGURE 3:**
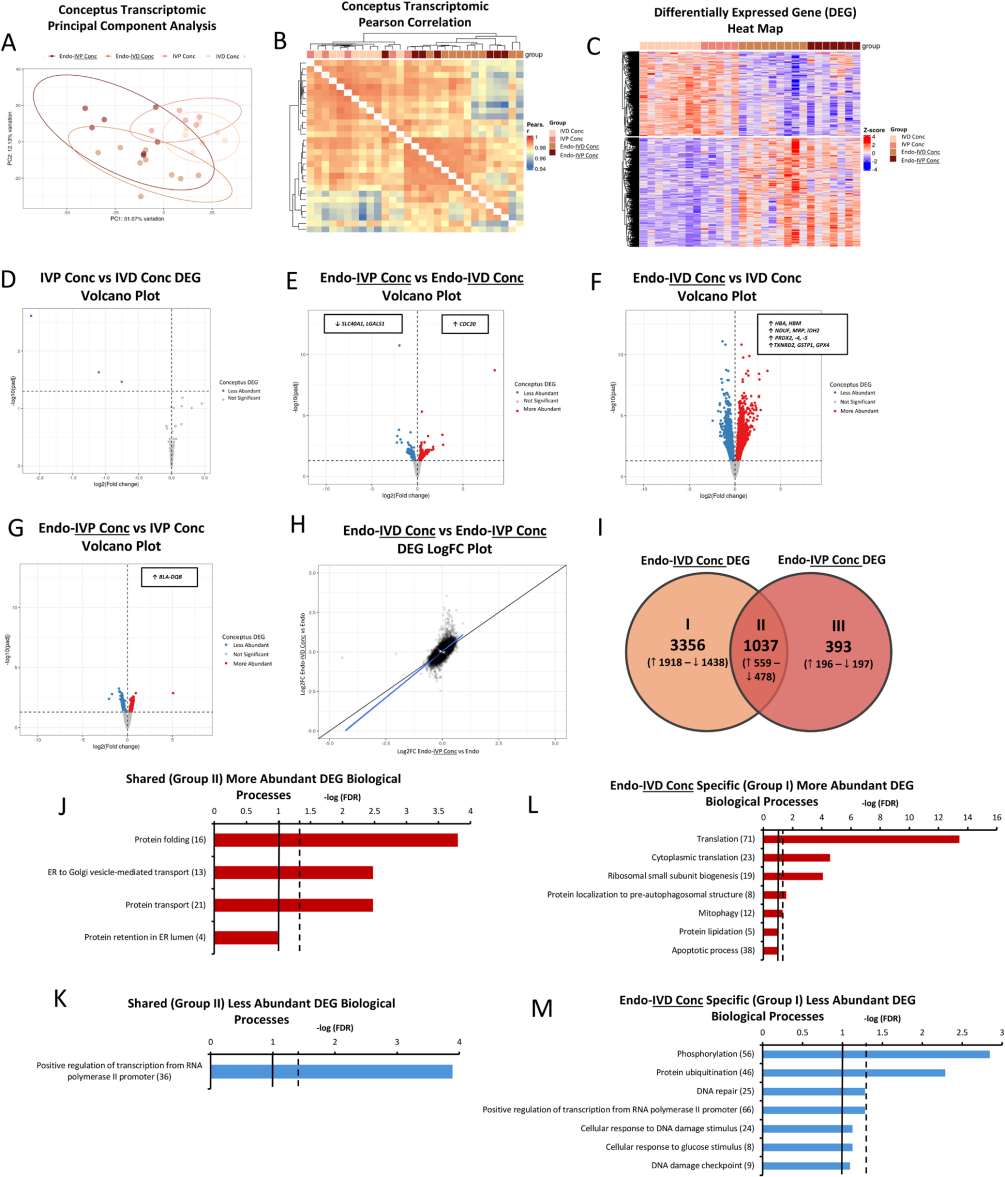
Conceptus transcripts identified by RNA sequencing (RNA‐Seq). (A–C) Principal component analysis (PCA; A), Pearson correlation heat map (B) and differential expressed gene (DEG) heat map (C) of conceptus transcripts from mono‐ and co‐culture conceptus tissue identified by RNA‐Seq [IVD Conc (*n* = 7), IVP Conc (*n* = 7), Endo‐IVD Conc (*n* = 9), or Endo‐IVP Conc (*n* = 7)]. (D) IVP Conc compared to IVD Conc DEG volcano plot. (E) Endo‐IVP Conc compared to Endo‐IVP Conc DEG volcano plot. (F, G) Endo‐IVD Conc compared to IVD Conc (F) and Endo‐IVP Conc compared to IVP Conc (G) DEG volcano plots. (H) Endo‐IVD Conc (y‐axis) and Endo‐IVP Conc DEG (x‐axis) log fold change (LogFC) plot associated with DEG volcano plots F and G, respectively. (I) Venn diagram of Endo‐IVD Conc and Endo‐IVP Conc DEG identified when compared to mono‐culture IVD Conc and IVP Conc tissue, respectively. Arrows indicate the status of DEG expression (more or less abundantly expressed). (J, K) Biological processes (BP) associated with more (559; J) and less (478; K) abundantly expressed DEG shared between Endo‐IVD Conc and Endo‐IVP Conc (Venn diagram I, Group II). (L, M) Biological processes associated with more (1918; L) and less (1438; M) abundantly expressed DEG specific to Endo‐IVD Conc (Venn diagram I, Group I). Broken and solid line within (J–M) indicate FDR = 0.05 and 0.10, respectively. The number at the end of the BP indicates the number of DEG involved in the pathway.

When comparing Endo‐IVD Conc and Endo‐IVP Conc DEG induced by co‐culture (Figure 3I), a total of 3356 (*n* = 1918 more‐ and 1438 less‐abundantly expressed) and 393 (*n* = 196 more‐ and 197 less‐abundantly expressed) DEG were identified as specific to Endo‐IVD Conc and Endo‐IVP Conc tissue (> 8.5 fold difference in number of unique transcripts), respectively (Figure 3I). 

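In Endo-IVD Conc tissue 530 genes were more and 538 less abundant than in IVD Conc tissue at an adjusted p of at most 0.05 from edgeR, and 821 of these 1068 moved the same way in all 7 conceptuses that gave both cultures. TGFB1, a growth factor of implantation, rose from 37.2 ± 10.9 CPM (SD, n = 8) to 84.0 ± 31.2 CPM (SD, n = 9), a log2 fold change of 1.18 (standard error 0.25, adjusted p = 0.0145 from edgeR). SLC38A7, a glutamine transporter, fell by 1.06 (standard error 0.22, adjusted p = 0.0142 from edgeR) and was the only 1 of 24 glucose and amino acid transporters to change over all genes or over the list alone (median -0.25, camera's adjusted p = 0.152), while SLC43A2 passed as well with the replicate block (adjusted p = 0.0293 from edgeR). Genes of N-linked glycosylation moved both ways: of 35, 5 rose and 4 fell (10 and 8 when adjusted over the list alone), with a median of 0.08 (camera's adjusted p = 0.981). OSTC, a subunit of the complex that attaches the sugar chain, rose by 0.80 (standard error 0.19), and MAN2A1, which trims mannose in the Golgi, fell by 0.81 (standard error 0.14). With the replicate block 1 of the 35 fell and none rose (OSTC, adjusted p = 0.0637; MAN2A1, adjusted p = 0.0261 from edgeR), and 2 rose and 2 fell without the IVD Conc library of heifer 5. Over all genes, 334 were more and 319 less abundant with the replicate block and 259 and 256 without the IVD Conc library of heifer 5. Without the cultures of conceptuses 8 and 26, edgeR called 0 genes (2278 had an unadjusted p under 0.05), and the other alternatives gave up to 2646 more and 2527 less abundant genes.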

Three BP and 13 KEGG pathways, mostly related to protein processing and transport, were found to be associated with more abundantly expressed (*n* = 559) DEG shared between Endo‐IVD Conc and Endo‐IVP Conc tissue (Figure 3J). 

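HSPD1, the chaperonin of the mitochondrial matrix, rose in IVD conceptus tissue cultured on endometrium from 392 ± 53.8 CPM (SD, n = 8) to 786 ± 229 CPM (SD, n = 9), a log2 fold change of 1.00 (standard error 0.17, adjusted p = 0.00843 from edgeR), and HSP90AB1, an abundant cytosolic chaperone, by 0.79 (standard error 0.15, adjusted p = 0.0103 from edgeR). Of 19 heat shock proteins and their partners, 6 rose and 1 fell (9 and 1 when adjusted over the list alone), with a median of 0.68 (camera's adjusted p = 0.00120; adjusted p = 0.486 with an estimated correlation). Of 38 genes of protein folding in the endoplasmic reticulum, 9 rose and none fell (19 when adjusted over the list alone), with a median of 0.53 (camera's adjusted p = 1.93e-09; adjusted p = 0.486 with an estimated correlation). ERO1A, which supplies oxidation for disulfide bonds, rose from 339 ± 145 to 1049 ± 409 CPM, a log2 fold change of 1.63 (standard error 0.35, adjusted p = 0.0158 from edgeR), P4HB, a protein disulfide isomerase, by 0.89 (standard error 0.22) and SSR2, a subunit of the translocon, by 0.78 (standard error 0.19). Of 39 genes of transport from the endoplasmic reticulum to the Golgi, KDELR1 rose by 0.54 (standard error 0.12) and YKT6, a membrane fusion protein, fell by 0.42 (standard error 0.11), likewise when adjusted over the list alone; the median was 0.21 (camera's adjusted p = 0.00460; adjusted p = 0.738 with an estimated correlation). With the conceptus as a replicate block, 1 of the 38 folding genes, 3 of the 19 heat shock genes and none of the 39 transport genes passed. The folding gene was ERO1A, which is also on the list of the hypoxia response. The adjusted p from edgeR was 0.0794 for P4HB, 0.0642 for SSR2, 0.0535 for KDELR1 and 0.0578 for YKT6. For these lists, in the same order, camera's adjusted p was 1.92e-08, 9.32e-04 and 0.00540 (0.693, 0.649 and 0.774 with an estimated correlation). Without conceptuses 8 and 26 the transport genes had a median of 0.12 and no longer passed (camera's adjusted p = 0.240). Without the IVD Conc library of heifer 5, 3 of the heat shock genes rose and none fell.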

The most significant BP was protein folding (*p* < 0.001) whereas the most significant KEGG pathway was protein processing in the ER (*p* < 0.001). KEGG pathways hypoxia inducible factor‐1 signaling (*p* < 0.01) and metabolic pathways (*p* < 0.05) were the second and third most significant. 

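BNIP3, a mediator of mitophagy induced by hypoxia, rose in Endo-IVD Conc tissue from 158 ± 88.3 CPM (SD, n = 8) in IVD Conc to 721 ± 325 CPM (SD, n = 9), a log2 fold change of 2.19 (standard error 0.45, adjusted p = 0.0122 from edgeR). ADM, the vasodilator adrenomedullin, rose by 1.98 (standard error 0.38, adjusted p = 0.0103 from edgeR), and BHLHE40, a repressor of transcription, by 1.19 (standard error 0.22, adjusted p = 0.00994 from edgeR), all 3 in 7 of 7 conceptuses. Of 25 genes of the hypoxia response, 9 rose and none fell (13 when adjusted over the list alone), and all 25 lay above 0, with a median of 0.78 (camera's adjusted p = 4.04e-13; adjusted p = 0.440 with an estimated correlation). Of 18 genes of glycolysis, 3 rose and none fell (5 when adjusted over the list alone), with a median of 0.50 (camera's adjusted p = 2.82e-06; adjusted p = 0.486 with an estimated correlation). They were HK2, the hexokinase that traps glucose, by 1.70 (standard error 0.48), ENO1, enolase, by 0.60 (standard error 0.14), and LDHB, a lactate dehydrogenase chain, by 0.50 (standard error 0.14). The mean log2 CPM of the hypoxia genes was 4.33 in the IVD Conc library of heifer 5, against 5.52 to 6.29 in the other 7, and that of the glycolysis genes was 6.77 against 7.70 to 8.24. Without this library 8 of the hypoxia genes (median 0.65, camera's adjusted p = 2.39e-12; adjusted p = 0.370 with an estimated correlation) and 2 of the glycolysis genes rose (median 0.43, camera's adjusted p = 1.59e-05; adjusted p = 0.434 with an estimated correlation). Among the co-cultures, heifer 50 on uterus 38 stood apart as well, with a mean of 5.40 for the hypoxia genes against 6.67 to 7.13 in the other 8, and without the co-cultures on this uterus, an alternative chosen after seeing the data, 13 and 6 genes of the 2 lists rose; without that of conceptus 47 on uterus 54, likewise chosen, 1 glycolysis gene did. In the replicate block 8 and 2 rose; HK2 (adjusted p = 0.0555), ENO1 (0.0577) and LDHB (0.0931) no longer passed edgeR's test and GAPDH, another enzyme of glycolysis, did (adjusted p = 0.0455; 0.123 with the culture set as a block), as did SLC16A3, a lactate carrier named after its value was seen (0.0112).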

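GAS1, a membrane protein that holds back growth and binds hedgehog proteins, fell in IVD conceptus tissue cultured on endometrium from 3.28 ± 1.19 CPM (SD, n = 8) to 0.837 ± 0.644 CPM (SD, n = 9), a log2 fold change of -1.97 (standard error 0.44, adjusted p = 0.0179 from edgeR), and was lower in 7 of 7 conceptuses. MAB21L2, a nuclear protein of embryonic patterning, fell by 2.20 (standard error 0.48, adjusted p = 0.0166 from edgeR) and PRRG4, a transmembrane Gla protein, by a log2 fold change of -1.61 (standard error 0.25, adjusted p = 0.00654 from edgeR), both also in 7 of 7. NOX4, an oxidase that makes hydrogen peroxide, fell by 1.59 (standard error 0.46, adjusted p = 0.0456 from edgeR), and ROR1, a receptor of Wnt5a, by a log2 fold change of -1.51 (standard error 0.42, adjusted p = 0.0414 from edgeR). Of 34 genes that build ribosomes, 1 rose and 3 fell (likewise when adjusted over the list alone), with a median of -0.18 (camera's adjusted p = 0.0588; adjusted p = 0.756 with an estimated correlation). POLR1B and POLR1A, the largest subunits of RNA polymerase I, fell at log2 fold changes of -0.79 (standard error 0.17) and -0.71 (standard error 0.18), while NPM1, a chaperone of the nucleolus, rose by 0.61 (standard error 0.17; adjusted p = 0.0363 from edgeR and 0.0635 with the replicate block). No list of regulators of transcription by RNA polymerase II was among the lists tested.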

Positive regulation of transcription from RNA polymerase II promotor was the only BP associated with the shared less abundantly expressed (*n* = 478) conceptus DEG (*p* < 0.001; Figure 3K).

Five BP and 19 KEGG pathways were associated with the more abundantly expressed DEG specific to Endo‐IVD Conc tissue (*n* = 1918) including the most significant BP and KEGG pathway, translation (FDR < 0.001) and the ribosome (FDR < 0.001), respectively (Figure 3L). Likewise, four BP and four KEGG pathways were associated with the less abundantly expressed DEG (*n* = 1438) including the most significant BP and KEGG pathway, phosphorylation (FDR < 0.01) and the cell cycle (FDR < 0.001), respectively (Figure 3M). 

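All 78 measured genes of the cytosolic ribosome had log2 fold changes above 0 in Endo-IVD Conc tissue, with a median of 0.66; 10 rose and none fell (76 when adjusted over the list alone). Camera's adjusted p was 2.07e-23, and adjusted p = 0.494 with an estimated correlation. RPL10A, a protein of the large subunit, rose from 772 ± 81.3 CPM (SD, n = 8) to 1237 ± 478 CPM (SD, n = 9), a log2 fold change of 0.68 (standard error 0.19, adjusted p = 0.0383 from edgeR), and RPS6, a phosphorylated protein of the small subunit, by 0.66 (standard error 0.19, adjusted p = 0.0431 from edgeR). Of 41 translation factors, 9 rose and none fell (15 rose and 2 fell when adjusted over the list alone), with a median of 0.31 (camera's adjusted p = 7.62e-04; adjusted p = 0.738 with an estimated correlation). EIF4A2, a helicase of initiation, rose by 0.92 (standard error 0.22, adjusted p = 0.0224 from edgeR), and EEF1D, an elongation factor, by 0.77 (standard error 0.20, adjusted p = 0.0340 from edgeR). The co-culture of conceptus 47 on uterus 54 had a mean log2 CPM of ribosomal genes of 11.1, against 9.39 to 10.1 in the other 8 co-cultures; without it, an alternative chosen after seeing the data, 33 ribosomal genes and 7 translation factors rose (medians 0.42 and 0.21). Without the co-cultures on uterus 38, likewise chosen, 42 ribosomal genes rose, but without the IVD Conc library of heifer 5 none did (0.65) and 1 translation factor rose. None of the 78 ribosomal genes passed with the replicate block (adjusted p = 0.0874 for RPL10A and 0.0912 for RPS6 from edgeR; median 0.57, camera's adjusted p = 1.01e-16; adjusted p = 0.693 with an estimated correlation), while EIF4A2 (adjusted p = 0.0433) was the 1 translation factor that did and EEF1D (0.0663) did not.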

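CDC25C, the phosphatase that starts mitosis, fell in Endo-IVD Conc tissue from 21.9 ± 5.10 CPM (SD, n = 8) to 13.7 ± 2.09 CPM (SD, n = 9), a log2 fold change of -0.68 (standard error 0.14, adjusted p = 0.0116 from edgeR). CENPE, a motor protein of the kinetochore, fell by 0.56 (standard error 0.16) and MKI67, a marker of dividing cells, by a log2 fold change of -0.53 (standard error 0.15), while CDK2, a kinase of the start of DNA replication, rose by 0.65 (standard error 0.18, adjusted p = 0.0391 from edgeR). Of 50 genes of the cell cycle and mitosis, 4 fell and 1 rose (5 and 1 when adjusted over the list alone), with a median of -0.19 (camera's adjusted p = 0.0121; adjusted p = 0.486 with an estimated correlation). CDC20, an activator of the anaphase-promoting complex, had a log2 fold change of -0.37 (standard error 0.14, adjusted p = 0.116 from edgeR). Of 41 genes of DNA repair and checkpoints, 4 fell and none rose (6 and 1 when adjusted over the list alone), with a median of -0.26 (camera's adjusted p = 4e-04; adjusted p = 0.486 with an estimated correlation). They were ERCC4, a nuclease of excision repair, by a log2 fold change of -0.84 (standard error 0.14, adjusted p = 0.00654 from edgeR), PARP1, which marks DNA breaks, by a log2 fold change of -0.65 (standard error 0.15), MRE11, a nuclease at breaks, by a log2 fold change of -0.52 (standard error 0.12), and BRCA2, of recombination, by a log2 fold change of -0.84 (standard error 0.23). With the conceptus as a replicate block, CENPE (adjusted p = 0.0623), MKI67 (0.104) and BRCA2 (0.0706) no longer passed edgeR's test, while CDC25A (0.0240) and RRM2 (0.0261), named after their values were seen, did. Without the IVD Conc library of heifer 5, 1 cell cycle gene fell and none rose, and without the co-cultures on uterus 38, an alternative chosen after seeing the data, 8 genes of DNA repair fell. No list of kinases was among the lists tested.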

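HBA (ENSBTAG00000051412), the alpha chain of hemoglobin, rose from 1.09 ± 0.591 CPM (SD, n = 8) in IVD conceptus sections cultured alone to 32.5 ± 25.1 CPM (SD, n = 9) in sections cultured on endometrium. This was a log2 fold change of 4.89 (standard error 0.74, adjusted p = 0.00654 from edgeR), the largest of all genes that changed, and HBA was higher in 7 of 7 conceptuses. HBA lay at 1.16 and 1.62 CPM in both conceptuses cultured on uterus 38, and between 11.3 and 69.3 CPM in the 7 co-cultures on the other 5 uteri. The explants beneath held 41.4 and 45.9 CPM of HBA on uterus 38 and 54.1 to 143 CPM on the others. Without conceptuses 8 and 26 the log2 fold change of HBA was 5.10 with an adjusted p of 0.165 from edgeR. The call of HBA was also lost without conceptuses 22 and 47.

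**Figure D1:**
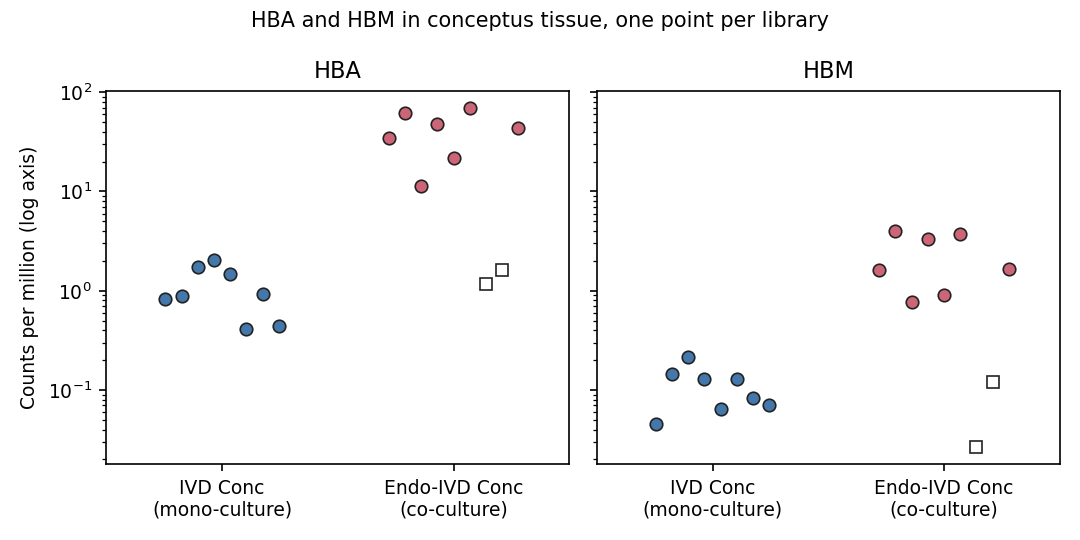
CPM (log axis) of HBA and HBM in each library of IVD conceptus tissue. Each point is 1 library, grouped as mono-culture (IVD Conc, n = 8) and co-culture (Endo-IVD Conc, n = 9), and open squares mark the co-cultures on uterus 38. HBA averages 1.09 CPM in mono-culture and 32.5 CPM in co-culture.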

Of note, hemoglobin subunit alpha 1 (*HBA*) was the most abundantly expressed DEG specific to Endo‐IVD Conc tissue. No BP or KEGG pathways were associated with the more or less abundantly expressed DEG specific to Endo‐IVP Conc tissue, however, several genes related to cancer progression and immune recognition including a major histocompatibility (MHC) Class II molecule, bovine leukocyte antigen (BLA)‐DQB, were identified as a top 15 most abundantly expressed DEG specific to IVP conceptus tissue co‐cultured with endometrium. Conceptus DEG associated with each tissue and comparison are provided in Data S3.

### 3.3 Mono‐Culture IVD and IVP Conceptus Media Protein

Liquid chromatography–tandem mass spectrometry (LC–MS/MS) was used to identify proteins in conceptus and endometrial mono‐culture and co‐culture media. Based on PCA and Pearson correlation heatmap, the Control Med (base media) proteomic environment was clearly influenced by tissue culture, particularly when culture involved endometrium (Figure 4A,B). Although differences between IVD and IVP Conc mono‐culture media proteins were modest as evidenced by PCA, when IVD or IVP conceptus tissue were co‐cultured with endometrium (Endo‐IVD Conc or Endo‐IVP Conc), this resulted in two very distinct proteomic environments dependent on conceptus type and different from that of the endometrium alone (Endo; Figure 4A). Notably, compared to Endo, the IVP conceptus‐induced shift in the proteomic environment appeared more modest compared to that induced by the IVD conceptus (Figure 4A).

**FIGURE 4:**
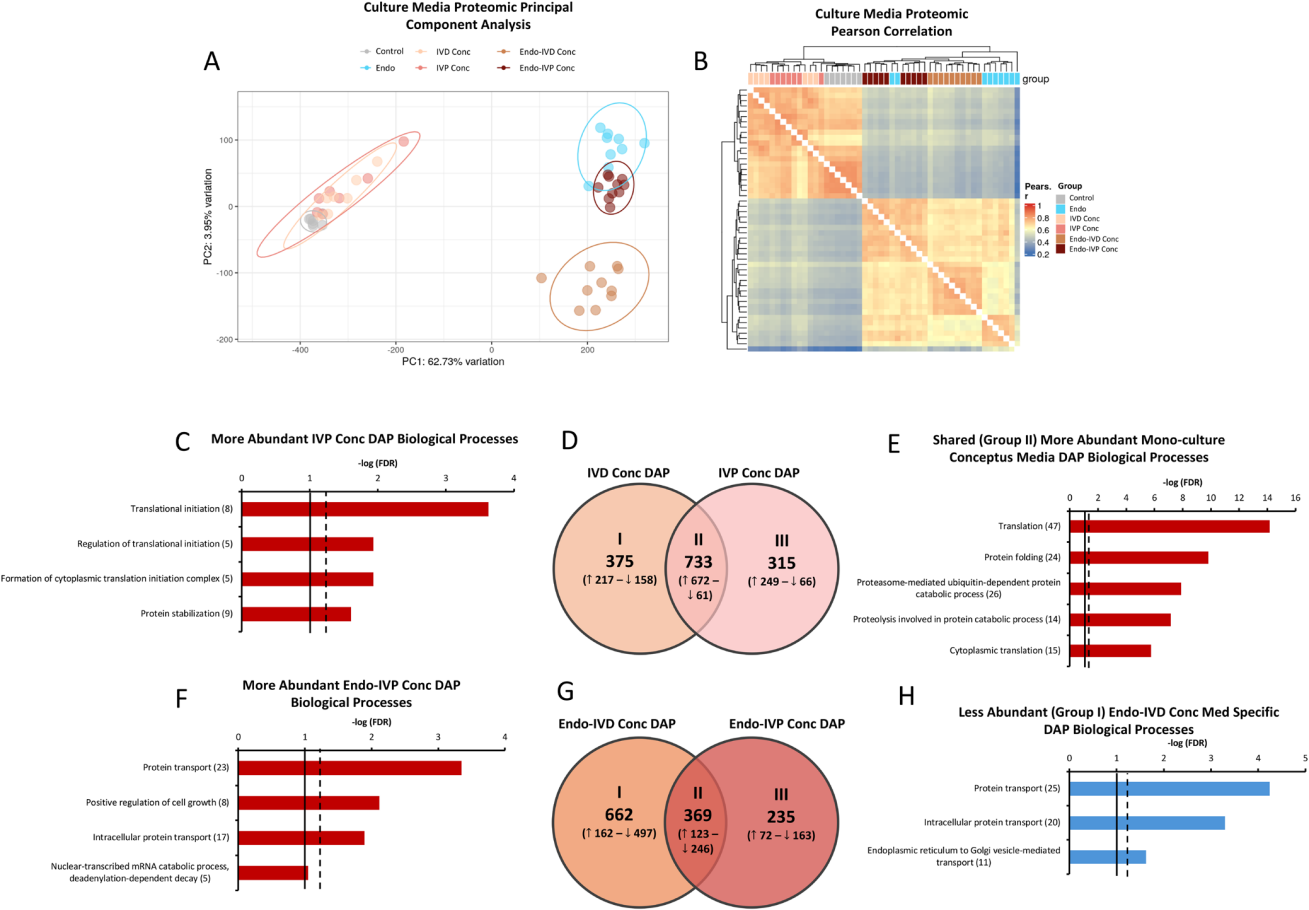
Mono‐ and co‐culture media protein identified by liquid chromatography–tandem mass spectrometry (LC–MS/MS). (A, B) Principal component analysis (PCA; A) and Pearson correlation heat map (B) of blank control and mono‐ and co‐culture media protein identified by LC–MS/MS [Control Med (blank control; *n* = 7), IVD Conc (*n* = 7), IVP Conc (*n* = 7), Endo (*n* = 9), Endo‐IVD Conc (*n* = 10), or Endo‐IVP Conc (*n* = 10)]. (C) Biological processes associated with more abundant IVP Conc mono‐culture differentially abundant protein (DAP) compared to IVD Conc mono‐cultures. (D) Venn diagram of mono‐culture IVD Conc and IVP Conc DAP identified when compared to Control Med. (E) Biological processes associated with more abundant (672; Venn diagram D; Group II) DAP shared between IVD Conc and IVP Conc mono‐cultures. (F) Biological processes associated with more abundant Endo‐IVP Conc co‐culture DAP compared to Endo‐IVD Conc co‐cultures. (G) Venn diagram of co‐culture Endo‐IVD Conc and Endo‐IVP Conc DAP identified when compared to Endo mono‐cultures. (H) Biological processes associated with less abundant (497; Venn diagram G; Group I) DAP specific to Endo‐IVD Conc co‐cultures. Broken and solid line within C, E, F and H indicate FDR = 0.05 and 0.10, respectively. The number at the end of the BP indicates the number of DEG involved in the pathway.

Compared to IVD Conc media, the IVP Conc media had 330 more‐ and 229 less abundant differentially abundant proteins (DAP). Four BP (Figure 4C) and one KEGG pathway related to translation, protein stabilization and metabolism were associated with the more abundant IVP Conc DAP (FDR ≤ 0.05). Compared to Control Med, IVD Conc and IVP Conc media contained 1108 and 1048 DAP, respectively (*p* < 0.05). When DAP were compared using a Venn diagram, 733 (*n* = 672 more‐ and 61 less abundant) DAP were identified as shared between the IVD and IVP conceptus mono‐cultures (Figure 4D). Thirty‐two BP and thirty‐three KEGG pathways were associated with the shared more abundant DAP of which the most significant BP and KEGG pathway was translation (FDR < 0.001; Figure 4E) and the ribosome (FDR < 0.001), respectively. Proteostasis was highly represented although the glycolytic process and TCA cycle (FDR < 0.05) were also identified BP. Three shared proteins including IFNT, sphingomyelin phosphodiesterase acid‐like 3A (SMPDL3A), and ribosomal protein lateral stalk subunit P0 (RPLP0) were a top 10 more abundant protein (LogFC > 23) in both the IVD and IVP Conc media. Folate receptor alpha (FOLR1) was the most abundant protein in the IVD Conc media but was the thirty‐fourth most abundant in the IVP Conc media. No BP were associated with the more abundant IVD (*n* = 217) or IVP (*n* = 249) Conc specific DAP, however, one KEGG pathway (metabolic pathways) was associated with the former (FDR < 0.05) and four KEGG pathways were associated with the latter including carbon metabolism, metabolic pathways, Parkinson's disease, and biosynthesis of amino acids (FDR < 0.05).

### 3.4 Co‐Culture IVD or IVP Conceptus‐Endometrium Media Protein

Compared to Control Med, Endo, Endo‐IVD Conc, and Endo‐IVP Conc media contained 3046, 2832, and 2875 DAP, respectively (*p* < 0.05). Compared to Endo‐IVD Conc media, Endo‐IVP Conc media contained 499 more‐ and 270 less abundant DAP. Three BP were associated with the more abundant DAP including, from most to least significant, (1) protein transport, (2) positive regulation of cell growth, and (3) intracellular protein transport (*p* < 0.05; Figure 4F). Four KEGG pathways were also identified including, from most to least significant, (1) proteoglycans in cancer, (2) platelet activation, (3) regulation of actin cytoskeleton, and (4) Rap1 signaling pathway (FDR < 0.05). No BP were associated with less abundant proteins, however, two KEGG pathways were identified including metabolic pathways and complement and coagulation cascades (*p* < 0.05).

The Endo‐IVD Conc or Endo‐IVP Conc media were then compared to Endo media to identify proteins dependent on co‐culture. Analysis resulted in identification of 1031 (*n* = 288 more‐ and 743 less abundant) and 604 (*n* = 195 more‐ and 409 less abundant) DAP in the Endo‐IVD Conc and Endo‐IVP Conc media, respectively (*p* < 0.05), indicating the Endo‐IVP Conc proteomic environment was less diverse from that of Endo as represented in the PCA plot (Figure 4A). Using the DAP, a Venn diagram was plotted to identify co‐culture proteins shared or specific to conceptus type (Figure 4G). Of the shared more abundant DAP (*n* = 123), no significant BP or KEGG pathways were identified, however, 15 KEGG pathways were associated with the shared less abundant DAP (*n* = 246) of which the complement and coagulation cascade was the most significant (FDR < 0.01). Regarding the more abundant proteins specific to the Endo‐IVD Conc media (*n* = 162), no significant BP or KEGG pathways were identified. Three BP and 20 KEGG pathways were associated with the less abundant DAP (*n* = 497) of which protein transport (Figure 4H) and Huntington's disease was the most significant BP and KEGG pathway (FDR < 0.001), respectively. Similarly, no BP or KEGG pathways were associated with the more abundant Endo‐IVP Conc specific DAP (*n* = 72). The three most abundant proteins specific to the Endo‐IVP Conc media, from greatest to least, included (1) aspartoacylase (ASPA), (2) melanotransferrin (MELTF), and (3) an unidentified protein (O46773) related to MHC class I heavy chain. Only one KEGG pathway (complement and coagulation cascade; FDR < 0.05) was associated with less abundant Endo‐IVP Conc specific DAP (163). Of note, five less abundant proteins specific to Endo‐IVP Conc media were associated with in utero embryonic development, however, this BP was not significant (*p* = 0.009; FDR = 1.00). These proteins included a fibroblast growth factor receptor (FGFR1), adducin 1 (ADD1), receptor protein‐tyrosine kinase (TIE1), myosin‐9 (MYH9), and drebin 1 (DBN1). Identified proteins in conceptus and endometrial mono‐culture and co‐culture media and associated comparisons are presented in Data S4. Identified proteins commonly localized to the extracellular environment (secreted) as well as conceptus and endometrial transcripts encoding proteins commonly localized to the plasma membrane (possible receptors) are presented in Data S5.

## 4 Discussion

This study was designed to evaluate the IVP bovine conceptus microenvironment during conceptus elongation, when crosstalk is enhanced between the conceptus and endometrium. Major findings include (1) the IVP conceptus has an altered biochemical response to the endometrium in the form of a reduced number of transcribed genes, mRNA abundance for genes transcribed, and increased expression of pro‐inflammatory mediators, (2) the IVP conceptus induced transcripts in the endometrium reflect an abnormal inflammatory response to pregnancy, and (3) the IVP conceptus elicits a suboptimal protein microenvironment with the endometrium that may reflect subsequent pregnancy failure.

During the first 3 weeks of gestation, endometrial secretions produced by the luminal and glandular epithelium completely support bovine conceptus elongation and growth. Referred to as histotroph, secreted products include various proteins, metabolites, amino acids, and other small molecules as well as extracellular vesicles, stimulating trophoblast proliferation, migration and secretion which involves modification of the conceptus transcriptome. Studies suggest embryonic DNA methylation and gene transcription are altered by in vitro culture systems [8, 10, 38, 39]. Specifically, cleaved bovine blastocysts collected from the reproductive tract and cultured in vitro until blastocyst formation had a greater number of hypermethylated loci and reduced transcription compared to IVD controls [10]. This would explain the discrepancy in the IVP and IVD conceptus transcriptomes in response to the endometrium in this study, as IVP conceptuses had a reduced number of DEG (*n* = 3356 and 1430, Endo‐IVD Conc and Endo‐IVP Conc, respectively) and reduced LogFC in DEG expression compared to the mono‐cultured tissue. Further, 90 DEG upregulated in IVD conceptus but not IVP conceptus tissue were associated with mRNA translation or ribosomal subunit biogenesis indicating IVP conceptuses expressed fewer genes supportive of protein synthesis. A direct comparison between co‐cultured IVD and IVP conceptus tissue and subsequent phenotype analysis identified over 80 DEG in IVP conceptuses associated with abnormal embryonic or fetal development. These included important developmental controls genes such as cell division cycle 20 (*CDC20*) and *SLC40A1*, the latter of which was downregulated in IVP conceptus tissue.

Solute carrier 40A1 or ferroportin is a plasma membrane iron exporter that maintains cell iron and reactive oxygen species (ROS) homeostasis. It is the only known iron exporter in mammals and degradation of ferroportin results in intracellular accumulation of iron, ROS and cell death, processes that occur during ferroptosis [40]. Prolonged iron supplementation to early murine embryos was found to decrease blastocyst formation and in vitro embryo culture contributes to murine and bovine embryo ROS accumulation [41, 42, 43]. Of relevance, the protein melanotransferrin (MELTF), an iron binding molecule that increases cellular uptake of iron [44], was also abundant in IVP conceptus co‐culture media. 

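HBM (ENSBTAG00000038757), the mu chain of hemoglobin, rose in IVD conceptus tissue from 0.110 ± 0.0557 CPM (SD, n = 8) alone to 1.81 ± 1.55 CPM (SD, n = 9) on endometrium, a log2 fold change of 4.02 (standard error 0.74, adjusted p = 0.00965 from edgeR). It was higher in 6 of 7 conceptuses. Other genes of red blood cells gave mixed values: HBQ1, the theta chain, had a log2 fold change of 1.13 (standard error 0.40, adjusted p = 0.0905 from edgeR) and ALAS2, which starts heme synthesis in red blood cells, of -1.08 (standard error 0.69, adjusted p = 0.351 from edgeR). Of 6 measured erythroid markers, HBA and HBM rose and none fell (3 when adjusted over the list alone), with a median of 0.47 (camera's adjusted p = 0.0690; adjusted p = 0.486 with an estimated correlation); HBA and HBM are on this list and were also named by the paper from these samples, so their count is not independent evidence. With the conceptus as a replicate block HBM had a log2 fold change of 3.30 and an adjusted p of 0.0524 from edgeR, and without conceptuses 8 and 26 of 4.10 and 0.189. The call of HBM was also lost without conceptuses 22 and 47.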

Further, two hemoglobin genes, hemoglobin A (*HBA*) and mu (*HBM*), were not expressed in IVP conceptus tissue but were the two most abundant IVD conceptus specific DEG. Hemoglobin A and HBM may support trophoblast oxygen tension and oxidative phosphorylation during elongation, but they may also protect the conceptus from ROS by acting as free radical scavengers [22, 45]. It was recently reported that HBA subunit alpha 1 functions as mitochondria‐associated antioxidant in T‐lymphocytes that when disrupted in rodents, results in exacerbated accumulation of ROS and inflammatory molecule expression [45]. Collectively, the IVP conceptus trophectoderm may be susceptible to intracellular iron accumulation, ROS, and ferroptosis, through abnormal expression of ferroportin and conceptus hemoglobin.

Although endometrial induced changes to the IVP conceptus transcriptome were modest compared to their IVD counterparts, the endometrium responded to IVP conceptus tissue with a larger number of DEG (*n* = 2700 and 3529, Endo‐IVD Conc and Endo‐IVP Conc, respectively). Inflammatory response was a major BP associated with the 663 more abundantly expressed endometrial DEG specific to IVP conceptuses. These included several genes involved in innate immune cell chemotaxis (*CCL1*, −*5*, −*11*, −*26*, *CCR1*, and *CXCL12*), T cell activation and proliferation [cluster of differentiation (*CD*)−*5*, −*28*, −*86*, −*247*, *CXCR6*, SH2 domain containing 2A (*SH2D2A*), and IL‐2 T cell kinase (*ITK*)] and interferon gamma (IFNG) signaling (*IL‐23R*, *IL‐18*, *IL‐12RB* and *IFNGR1*) indicating endometrium cultured with IVP conceptus tissue reflected an inflammatory and autoimmune state. Endo‐IVP Conc specific DEG and co‐culture media proteins that may have contributed to the inflammatory activities include an uncharacterized MHC class I heavy chain molecule (UniProt: O46773) and *BLA‐DQB*.

Specifically, *BLA‐DQB* encodes a MHC‐Class II molecule that is normally expressed by antigen presenting immune cells (macrophages, dendritic and B cells) to provide pathogen derived antigens to CD4^+^ T cells, triggering T cell proliferation and a cell mediated immune response. Bovine trophoblast cells reportedly lack MHC‐Class II and have reduced expression of MHC‐Class I molecules during the first trimester of pregnancy, a mechanism proposed to help the conceptus avoid maternal immune recognition [46]. It is possible that expression of MHC‐Class II within IVP conceptus tissue could have led to endometrial T cell recognition of conceptus antigens, contributing to an increase in inflammatory related DEG and processes within the endometrium. During a study investigating pregnancy failure associated with SCNT derived bovine embryos, Day 35 trophectoderm from SCNT derived conceptuses had elevated expression of MHC‐Class I molecules compared to IVD controls (AI generated) which was associated with immune cell infiltration into the endometrium [46]. Considering our study involved short‐term ex vivo tissue culture, the immune related endometrial DEG identified in this study must be in resident immune cells.

A lack of IVP conceptus expression of immunosuppressive molecules may have also contributed to the endometrial inflammatory environment. Of note, an MHC Class Ib molecule (non‐classical; E1BI37; BoLA) that may provide immunosuppression to pregnancy similar to human leukocyte antigen (HLA)‐G and HLA‐E, was detected within the Endo‐IVD Conc co‐culture media but not media associated with IVP conceptuses (mono‐ or co‐culture) [22]. Expression of galectin‐1 (*LGALS1*) was also less in Endo‐IVP Conc compared to Endo‐IVD Conc tissue. Galectins interact with N‐linked glycosylated proteins, including cluster of differentiation (CD) molecules, to modulate leukocyte activities. Research in rodents and cattle suggest that *LGALS1* provides immunotolerance to pregnancy through mediation of the endometrial Th1‐Th2 shift and increased regulatory T cell activity (Treg) activity [30, 47]. Galectin‐1 also dampens chronic inflammation by inducing apoptosis of Th17 lymphocytes that express IL‐17, which was more abundant in endometrium co‐cultured with IVP conceptus tissue [48]. Further, N‐linked glycosylation was a BP associated with less abundantly expressed endometrial DEG in response to IVP conceptus tissue which would severely impact endometrial protein function and immune cell activities. Indeed, alterations to N‐linked glycosylation results in rampant tissue inflammation and autoimmunity [49].

Interestingly, IVD but not IVP conceptuses decreased expression of several genes in endometrium associated with mitochondria function [ATP membrane subunit F (*ATP5F*), NADH:ubiquinone oxidoreductase (*NDUF*), and mitochondria RNA processing (*MRP*) subunits], the tricarboxylic acid (TCA) cycle [malate dehydrogenase 1 (*MDH1*), isocitrate dehydrogenase 2 (*IDH2*), and pyruvate dehydrogenase E1 subunit beta (*PDHB*)] and control of ROS accumulation particularly involving glutathione [superoxide dismutase 1 (*SOD1*), peroxiredoxin‐2 (*PRDX2*), −3, and −5, glutathione reductase (*GSR*), thioredoxin reductase 2 (*TXNRD2*), glutathione S‐transferase pi 1 (*GSTP1*) and glutathione peroxidase 4 (*GPX4*)]. 

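Of 76 measured genes of the mitochondrial ribosome, 5 fell in Endo-IVD Conc endometrium and 1 rose (7 and 2 when adjusted over the list alone), with a median log2 fold change of -0.18 (camera's adjusted p = 9.19e-04; adjusted p = 0.931 with an estimated correlation); 7 fell and 2 rose with the replicate block and 2 fell without uteri 38 and 69, left out after seeing the data. MRPS34, of its small subunit, fell from 14.1 ± 3.77 CPM (SD, n = 13) to 9.63 ± 2.37 CPM (SD, n = 15), a log2 fold change of -0.55 (standard error 0.14, adjusted p = 0.0121 from edgeR), and MRPL32, of its large subunit, rose by 1.18 (standard error 0.14, adjusted p = 1.78e-07 from edgeR). Of 21 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase, IDH3A, a subunit of isocitrate dehydrogenase, fell by 0.35 (standard error 0.11, adjusted p = 0.0489 from edgeR) and none fell when adjusted over the list alone. Their median was -0.23 (camera's adjusted p = 0.0142; adjusted p = 0.931 with an estimated correlation), and the call was lost with the replicate block (-0.11, camera's adjusted p = 0.136), the culture set as a block (-0.12, 0.120), limma-voom (-0.17), summed co-cultures (-0.10) and without culture set 1 (-0.12). With the smooth muscle level as a covariate, an alternative chosen after seeing the data, neither the mitochondrial ribosome (median -0.11, camera's adjusted p = 0.0807) nor this cycle (-0.17, 0.123) passed. MDH1, IDH2 and PDHB had log2 fold changes of -0.37 (standard error 0.14), -0.44 (standard error 0.28) and -0.25 (standard error 0.10), with adjusted p of 0.121, 0.409 and 0.142 from edgeR, and were lower in 7, 7 and 9 of 11 uteri. Of the antioxidant genes, GSR, which restores glutathione, had a log2 fold change of -0.57 (standard error 0.25), GSTP1, which joins it to toxic compounds, of -0.39 (standard error 0.16), PRDX5 of -0.34 (standard error 0.17), PRDX3 of -0.32 (standard error 0.14), GPX4, which protects membrane lipids, of -0.25 (standard error 0.10) and TXNRD2, a mitochondrial thioredoxin reductase, of -0.24 (standard error 0.09). Their adjusted p lay between 0.122 and 0.251 from edgeR, and they were lower in 7 to 9 of 11 uteri. MDH1, IDH2, PDHB and MRP subunits were named by the paper from these samples. The lists of this cycle and of the mitochondrial ribosome are therefore not independent evidence of their direction. The paper finds lower abundance of genes of mitochondrial function, the tricarboxylic acid cycle and control of reactive oxygen species. From this it proposes that IVD conceptuses lower the activity of endometrial mitochondria, so that more oxygen is left for the trophoblast.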

Decreased cell mitochondria activity and decreased expression of genes related to ROS homeostasis can lead to elevated tissue oxygen concentrations and ROS accumulation [50]. It is possible that IVD conceptuses decrease endometrial mitochondria activity to increase trophoblast oxygen availability [22]. As indicated, *HBA* and *HBM* were the two most up‐regulated DEG specific to Endo‐IVD Conc tissue and several of the mitochondria and ROS homeostatic genes that decreased in expression in endometrium during Endo‐IVP Conc co‐cultures were exclusively up‐regulated in the Endo‐IVD Conc tissue (not up‐regulated in the Endo‐IVP Conc). These included *NDUF* and *MRP* subunits as well as *IDH2*, *PRDX2*, −*4*, −*5*, *TXNRD2*, *GSTP1*, and *GPX4*. 

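Of 37 genes of complex I, 35 had log2 fold changes above 0 in Endo-IVD Conc tissue, with a median of 0.33 (camera's adjusted p = 2.20e-04; adjusted p = 0.738 with an estimated correlation). NDUFA3 and NDUFB6, accessory subunits, rose by 0.66 (standard error 0.19, adjusted p = 0.0456 from edgeR) and 0.63 (standard error 0.18, adjusted p = 0.0436 from edgeR), and none of the 37 passed when adjusted over the list alone. Of 20 genes of ATP synthase, 2 rose and none fell, over all genes and over the list alone (ATP5F1C by 0.60 and ATP5F1D by 0.59), with a median of 0.44 (camera's adjusted p = 6.02e-04; adjusted p = 0.738 with an estimated correlation). No gene of complexes II to IV passed, over all genes or over the list alone, at a median of 0.40 over 24 genes (camera's adjusted p = 0.00130; adjusted p = 0.738 with an estimated correlation). Of 75 genes of the mitochondrial ribosome, 5 rose and 1 fell, likewise over the list alone, with a median of 0.16 (camera's adjusted p = 0.00330; adjusted p = 0.756 with an estimated correlation), and MRPL45 rose from 137 ± 31.0 CPM (SD, n = 8) to 305 ± 104 CPM (SD, n = 9), a log2 fold change of 1.16 (standard error 0.22, adjusted p = 0.0107 from edgeR). OGDH, which feeds the tricarboxylic acid cycle from 2-oxoglutarate, fell by 0.67 (standard error 0.17, adjusted p = 0.0266 from edgeR), the only change among 21 genes of that cycle (likewise over the list alone; median 0.17, camera's adjusted p = 0.648), and IDH2 had a log2 fold change of 0.39 (adjusted p = 0.482). None of 28 genes that control reactive oxygen species passed edgeR's test, over all genes or the list alone; 22 lay above 0, with a median of 0.27 (camera's adjusted p = 0.0690; adjusted p = 0.486 with an estimated correlation; 0.0194 and 0.649 with the replicate block, where GSTM1, named after its value was seen, passed edgeR's test with an adjusted p of 0.0334). PRDX4 had a log2 fold change of 0.50 (standard error 0.16, adjusted p = 0.0715 from edgeR), PRDX2 of 0.55 (0.138), GPX4 of 0.75 (0.162), TXNRD2 of 0.49 (0.247), PRDX5 of 0.62 (0.395) and GSTP1 of 0.29 (0.472). Among 13769 genes tested in both tissues, 28 fell in endometrium and rose in conceptus tissue, against 12.5 for independent lists. A two-sided Fisher's exact test, which treats genes as independent, gave p = 9.67e-05. The count was 3 with the culture set as a block and 0 to 20 with 1 culture set left out. Of the 28, only ATP5F1D was on the lists of respiratory chain, ATP synthase, mitochondrial ribosome, tricarboxylic acid cycle or reactive oxygen species. With the replicate block NDUFA3 (log2 fold change 0.58, adjusted p = 0.0920), NDUFB6 (0.55, 0.120), ATP5F1C (0.54, 0.0816) and ATP5F1D (0.55, 0.0983 from edgeR) did not pass, 1 gene of the mitochondrial ribosome rose, and camera's adjusted p was at most 0.00306 for the 4 mitochondrial lists (0.774 for each with an estimated correlation). With co-cultures summed under this block, 3 genes of complex I, 3 of ATP synthase and 12 of the mitochondrial ribosome rose. With the culture set as a block 0, 0 and 1 did. Without the IVD Conc library of heifer 5 no gene of complex I, ATP synthase or the tricarboxylic acid cycle passed and 3 of the mitochondrial ribosome rose. Without the co-culture of conceptus 47 on uterus 54, an alternative chosen after seeing the data, the median was 0.15 for complex I (camera's adjusted p = 0.0175), 0.20 for ATP synthase (0.0183), 0.20 for complexes II to IV (0.0183) and 0.03 for the mitochondrial ribosome (0.161), which no longer passed, nor did it without culture set 3 (0.02, 0.169) or 7 (0.16, 0.0858). NDUF and MRP subunits, IDH2 and the antioxidant genes were named by the paper from these samples. Their lists are therefore not independent evidence of their direction. The paper proposes that more abundant enzymes of ROS homeostasis could protect the trophoblast.

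**Figure D2:**
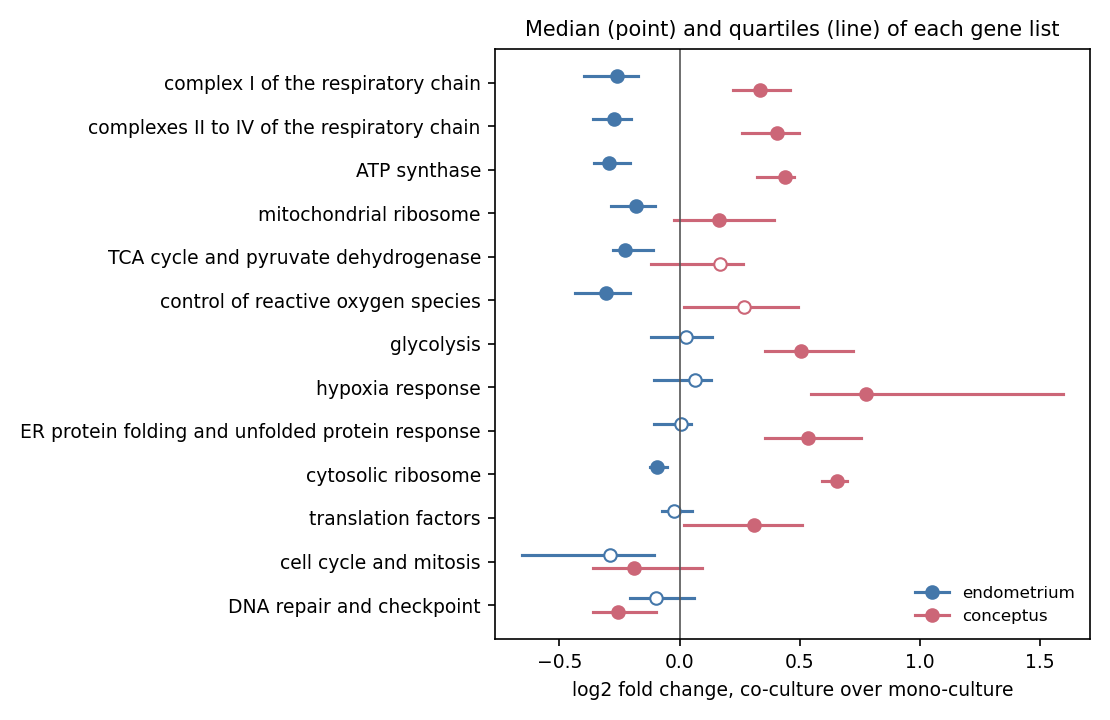
Median log2 fold change (point) and range between quartiles (line) of 13 gene lists, co-culture over mono-culture, in endometrium (n = 13 and n = 15 libraries) and conceptus tissue (n = 8 and n = 9 libraries). Filled points have an adjusted p of at most 0.05 from camera with the preset correlation, and in neither tissue does any of them pass with an estimated one. Complex I lies at -0.26 in endometrium and 0.33 in conceptus tissue.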

Theoretically, up‐regulation of enzymes important for ROS homeostasis in the conceptus could protect the trophoblast from endometrial or self‐derived ROS to support trophoblast function. Accumulation of ROS in BeWo cells, a human choriocarcinoma cell line, resulted in a 5‐fold reduction in BeWo fusion and reduced expression of placental hormones including placental lactogen (PL) [51]. During early pregnancy in cattle, giant binucleate trophoblast cells will fuse with the maternal epithelium during establishment of the syneptheliochorial placenta and secrete several placental hormones including PL [52, 53].

Regarding the endometrium, short term conceptus induced hypoxia could also support early pregnancy by modulating the maternal immune response. Evidence suggests that short term tissue hypoxia and ROS accumulation promotes immune suppression and extracellular vesicle secretion, endometrial processes that are important during early pregnancy in mammals [54, 55, 56, 57]. Although macrophages and neutrophils will use ROS to promote parasite killing via the “oxidative burst”, it was also found that some parasites will trigger host tissue mitochondria dysfunction and ROS accumulation to suppress the host immune response and promote parasite growth within tissues [58, 59, 60]. This is a recent finding and perhaps bovine trophoblast use a similar mechanism, inducing short term mitochondria dysfunction and ROS accumulation within local endometrium to dampen the maternal immune response. Theoretically, a simultaneous increase in molecules that promote ROS homeostasis within the trophoblast would protect the early placenta during this process, a mechanism also used by some parasites [61]. However, we did not measure tissue ROS in this study and further testing is needed to validate this hypothesis.

Although IVP conceptus tissue induced a greater transcriptional response in the endometrium in terms of number of DEG, the proteomic environment associated with the Endo‐IVP Conc co‐culture media was considerably less diverse compared to the Endo‐IVD Conc media (*n* = 1031 and 604 DAP, Endo‐IVD Conc and Endo‐IVP Conc, respectively). Several BP associated with less abundantly expressed DEG in endometrium co‐cultured with IVP conceptus tissue (Endo‐IVP Conc) were related to protein processing or transport within the cytosol suggesting reduced proteostasis and secretory capacity of the endometrium. This is evidenced in the proteomic PCA plot presented in Figure 4 as the Endo‐IVP Conc media samples were more similar to the mono‐cultured endometrium. Various important metabolic proteins such as prostaglandin D2 synthase (PTGDS), microsomal glutathione S‐transferase 1 (MGST1) and phosphofructokinase, platelet (PfKP) were less abundant in the Endo‐IVP Conc media compared to the Endo‐IVD Conc treatment. Proteins that were more abundant included proteases matrix metallopeptidase 2 (MMP2) and cathepsin L (CTSL) as well as proteoglycan syndecan‐1 (SDC1). When aberrantly expressed, these molecules are well‐known to be associated with abnormal tissue reorganization and cancer metastasis [62, 63]. The consequence of elevated protease abundance within the IVP conceptus‐endometrial microenvironment are unknown, particularly within the intercaruncular areas of endometrium where trophoblast attachment and tissue reorganization are minimal relative to the caruncular endometrium.

## 5 Conclusion

The elongating IVP bovine conceptus has an altered transcriptome and proteome driven largely by interactions with the endometrium that results in an abnormal endometrial response to pregnancy independent of maternal recognition. This includes an abnormal inflammatory state within the endometrium and suboptimal protein microenvironment surrounding the conceptus that if not overcome, likely results in early embryonic mortality and pregnancy failure. Thus, it seems that the endometrium “challenges” and subsequently “senses” conceptus quality, a difficult trial for the IVP conceptus. Methods that improve IVP embryo biochemistry before and after transfer, such as optimized embryo culture media, could reduce pregnancy failure associated with IVP embryo technologies. Alternatively, with identification of specific signaling molecules and pathways, it seems possible that immunotherapies or methods that control the endometrial response to pregnancy could mitigate pregnancy failure associated with the IVP conceptus.

## Author Contributions

**Katheryn D. Peterson:** animal work, data collection and organization, and manuscript preparation. **Trevor F. Freeman, Shankar P. Poudel, Susanta K. Behura, David Kakhniashvili, Daniel L. Johnson, Jonathan E. Beever, Elizabeth A. Shepherd and Thomas E. Spencer:** data collection, analysis and or interpretation. **Mary A. Oliver, Rebecca R. Payton, J. Lannett Edwards:** in vitro embryo production. **Tulio M. Prado and Lew G. Strickland:** animal work. **Daniel J. Mathew:** acquisition of funding, experimental design, animal work, data organization, and manuscript preparation.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Data S1:** fsb270951‐sup‐0001‐DataS1.xlsx.

**Data S2:** fsb270951‐sup‐0002‐DataS2.xlsx.

**Data S3:** fsb270951‐sup‐0003‐DataS3.xlsx.

**Data S4:** fsb270951‐sup‐0004‐DataS4.xlsx.

**Data S5:** fsb270951‐sup‐0005‐DataS5.xlsx.

**Data S6:** fsb270951‐sup‐0006‐DataS6.xlsx.

**Figure S1:** Uterine flush fluid (UFF) media protein identified by liquid chromatography–tandem mass spectrometry (LC–MS/MS). (A, B) Principal component analysis (PCA; A) and Pearson correlation heat map (B) of Day 16 cyclic heifer UFF (Endo/Cyclic UFF; *n* = 4) and UFF from heifers carrying Day 16 IVD (IVD/AI UFF; *n* = 4) or IVP (IVP/ET UFF; *n* = 5) conceptuses. (C) Venn diagram of Endo/Cyclic, IVD/AI and IVP/ET UFF DAP identified when compared to RPMI medium, the base medium used to flush uteri.

**Table S1:** Bovine GenBank accession number, gene name, primer direction, primer sequence, product size (base pair) and percent amplification efficiency (%E) of mono‐ and co‐culture endometrial cDNA amplified during real time quantitative‐polymerase chain reaction (RT‐qPCR).

**Table S2:** Mono‐ and co‐culture endometrium [Endo; (*n* = 13), Endo‐IVD Conc (*n* = 15) and Endo‐IVP Conc (*n* = 12)] real‐time quantitative polymerase chain reaction (RT‐qPCR) relative expression of target genes. Relative expression data were normalized to the geometric mean of reference genes *RNF11* and *YWHAZ*. Data are presented as least squares mean ± standard error of the least squares means (LSM ± SEM). Different letters indicate significant differences between treatments whereas *p* value corresponds to the overall effect of treatment. NS, non‐significant.

## Data Availability

RNA‐seq fastq and featureCount data are available within the national center for biotechnology information (NCBI) Gene Expression Omnibus (GEO; accession numbers: GSE256172 and GSE295732). All endometrial and conceptus tissue, RNA‐Seq differentially abundant gene and LC–MS/MS protein abundance data are available in Data [Link], [Link], [Link], [Link], [Link], [Link]. All other data associated with the study are fully available upon request from the corresponding author.

# Supplementary material for: Bovine Endometrium Drives and Responds to Divergence of In Vitro Produced Conceptus Biochemistry
**Source:** FASEB J. 2025 Aug 19;39(16):e70951. doi: 10.1096/fj.202501962R
**Supplement:** Supplementary file 7 — Figure S1: Uterine flush fluid (UFF) media protein identified by liquid chromatography–tandem mass spectrometry (LC–MS/MS). (A, B) Principal component analysis (PCA; A) and Pearson correlation heat map (B) of Day 16 cyclic heifer UFF (Endo/Cyclic UFF; n = 4) and UFF from heifers carrying Day 16 IVD (IVD/AI UFF; n = 4) or IVP (IVP/ET UFF; n = 5) conceptuses. (C) Venn diagram of Endo/Cyclic, IVD/AI and IVP/ET UFF DAP identified when compared to RPMI medium, the base medium used to flush uteri.

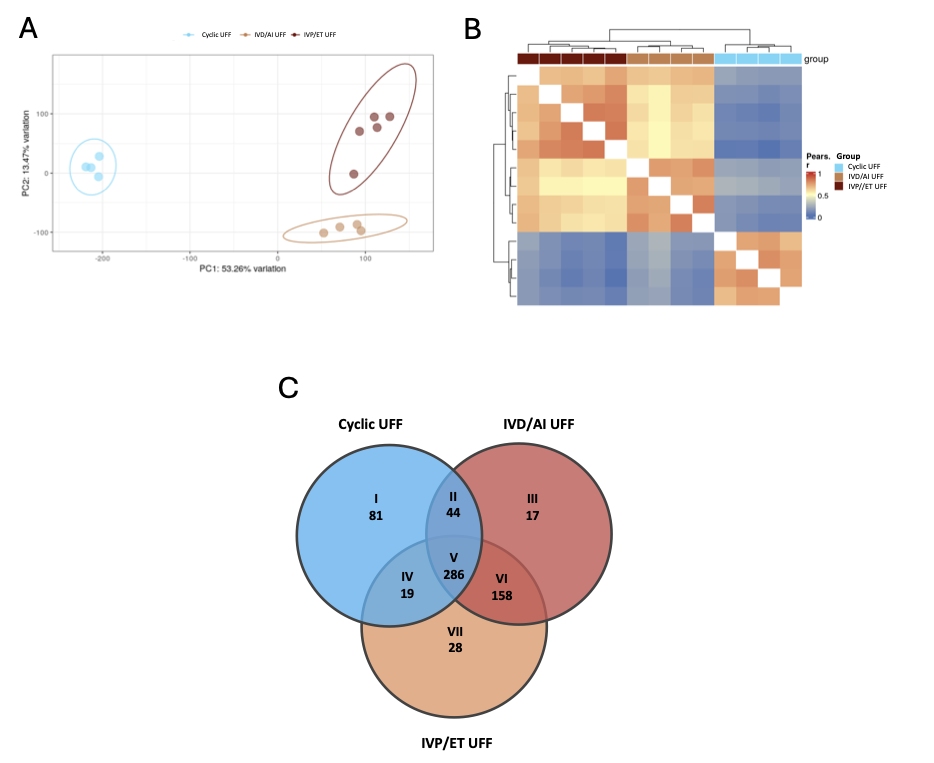
Supplemental Figure 1

Supplemental Figure 1. Uterine flush fluid (UFF) media protein identified by liquid chromatography-tandem mass spectrometry (LC-MS/MS). (A-B) Principal component analysis (PCA; A) and Pearson correlation heat map (B) of Day 16 cyclic heifer UFF (Endo/Cyclic UFF; n=4) and UFF from heifers carrying Day 16 IVD (IVD/AI UFF; n=4) or IVP (IVP/ET UFF; n=5) conceptuses. (C) Venn diagram of Endo/Cyclic, IVD/AI and IVP/ET UFF DAP identified when compared to RPMI medium, the base medium used to flush uteri.

# Supplementary material for: Bovine Endometrium Drives and Responds to Divergence of In Vitro Produced Conceptus Biochemistry
**Source:** FASEB J. 2025 Aug 19;39(16):e70951. doi: 10.1096/fj.202501962R
**Supplement:** Supplementary file 8 — Table S1: Bovine GenBank accession number, gene name, primer direction, primer sequence, product size (base pair) and percent amplification efficiency (%E) of mono‐ and co‐culture endometrial cDNA amplified during real time quantitative‐polymerase chain reaction (RT‐qPCR).

| **GenBank Accession** | **Gene** | **Primer** | **Primer Sequence (3’-5’)** | **Product Size** | **%E** |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| XM_024995021.1 | ***CD80*** | Forward | ATCCCAGTCTCAGCATTTGG | 87 | 110.99 |
|  |  | Reverse | CTGTCTGCGTATTGCAGCAT |  |  |
| NM_174301.3 | ***CXCR4*** | Forward | AAGGCTCAGAAGCGCAAG | 98 | 102.00 |
|  |  | Reverse | GAGTCGATGCTGATCCCA |  |  |
| NM_001015511.4 | ***IFNT*** | Forward | TGCAGGACAGAAAAGACTTTGGT | 69 | 113.01 |
|  |  | Reverse | CCTGATCCTTCTGGAGCTGG |  |  |
| NM_174093.1 | ***IL1B*** | Forward | ACCTGAACCCATCAACGAAATG | 74 | 100.92 |
|  |  | Reverse | TAGGGCCATCAGCCTCAAATAACA |  |  |
| NM_173923.2 | ***IL6*** | Forward | CGCATGGTCGACAAAATCTCT | 69 | 102.21 |
|  |  | Reverse | GCTGCTTTCACACTCATCATTCTT |  |  |
| [XM_005215801.4](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=1387208692) | ***IL18*** | Forward | TCTTTGAGGATATGCCTGATTCTG | 95 | 105.94 |
|  |  | Reverse | CAGACCTCTAGTGAGGCTGTCCTT |  |  |
| NM_174366.1 | ***ISG15*** | Forward | CCAACCAGTGTCTGCAGAGA | 76 | 97.24 |
|  |  | Reverse | CCCTAGCATCTTCACCGTCA |  |  |
| NM_001015570.3 | ***LGALS9*** | Forward | TCAGCTTCCAGCCTCCAGGG | 86 | 96.00 |
|  |  | Reverse | TCCAGGGGCGCTGTGTATGGT |  |  |
| NM_173940.2 | ***MX1*** | Forward | CGAGCCGAGTTCTCCAAATG | 114 | 96.00 |
|  |  | Reverse | CAACTCTCTGCCACGATACC |  |  |
| NM_001040606.1 | ***OAS1*** | Forward | CCCGGCGGACCCTACAGGAA | 84 | 94.62 |
|  |  | Reverse | TCCAGCCAGACCAAAGCCGC |  |  |
| [NM_001081577.1](https://www.ncbi.nlm.nih.gov/entrez/viewer.fcgi?db=nucleotide&id=126158902) | ***SLC1A4*** | Forward | CGGTCCCCAAAGAGACAG | 128 | 105.60 |
|  |  | Reverse | AGCGCTCGTGTTGTAGGTC |  |  |
| XM_024984913.1 | ***SLC6A9*** | Forward | CCAGTACCAGCCAATCACCT | 82 | 99.73 |
|  |  | Reverse | AGAGGACAGAGCCATGAGGA |  |  |
| XM_005212025.3 | ***SLC39A9*** | Forward | GGAGGTGTTTGCCTGTTGAT | 132 | 106.00 |
|  |  | Reverse | TCACCACCAGCAGTAAGCAG |  |  |
| NM_001077953.1 | ***RNF11*** | Forward | TCCGGGAGTGTGTGATCTGTATGAT | 131 | -- |
|  |  | Reverse | GCAGGAGGGGCACGTGAAGG |  |  |
| NM_174313 | ***YWHAZ*** | Forward | ACCTACTCCGGACACAGAACATC | 65 | -- |
|  |  | Reverse | CCAGTTTGGCCTTCTGTACCA |  |  |

Supplemental Table 1. Bovine GenBank accession number, gene name, primer direction, primer sequence, product size (base pair) and percent amplification efficiency (%E) of mono- and co-culture endometrial cDNA amplified during real time quantitative-polymerase chain reaction (RT-qPCR).

# Supplementary material for: Bovine Endometrium Drives and Responds to Divergence of In Vitro Produced Conceptus Biochemistry
**Source:** FASEB J. 2025 Aug 19;39(16):e70951. doi: 10.1096/fj.202501962R
**Supplement:** Supplementary file 9 — Table S2: Mono‐ and co‐culture endometrium [Endo; (n = 13), Endo‐IVD Conc (n = 15) and Endo‐IVP Conc (n = 12)] real‐time quantitative polymerase chain reaction (RT‐qPCR) relative expression of target genes. Relative expression data were normalized to the geometric mean of reference genes RNF11 and YWHAZ. Data are presented as least squares mean ± standard error of the least squares means (LSM ± SEM). Different letters indicate significant differences between treatments whereas p value corresponds to the overall effect of treatment. NS, non‐significant.

| **Gene** | **Endo** | **Endo-IVD Conc** | **Endo-IVP Conc** | **P value** |
| --- | --- | --- | --- | --- |
|  |  |  |  |  |
| *CD80* | 0.88 ± 0.11^a^ | 1.14 ± 0.1 ^a^ | 1.25 ± 0.12 ^a^ | NS |
| *CXCR4* | 1.40 ± 0.15 ^a^ | 0.91 ± 0.14 ^a^ | 0.98 ± 0.15 ^a^ | NS |
| *IFNT* | 1.08 ± 0.18 ^a^ | 1.10 ± 0.17 ^a^ | 1.26 ± 0.19 ^a^ | NS |
| *IL18* | 0.84 ± 0.18 ^a^ | 1.14 ± 0.16 ^a^ | 1.41 ± 0.18 ^a^ | NS |
| *IL1B* | 2.69 ± 0.51 ^a^ | 0.91 ± 0.48 ^a^ | 1.05 ± 0.56 ^a^ | NS |
| *IL6* | 1.40 ± 0.30 ^a^ | 1.17± 0.28 ^a^ | 1.13 ± 0.33 ^a^ | NS |
| *ISG15* | 0.05 ± 0.39 ^a^ | 4.86 ± 0.36 ^b^ | 6.87 ± 0.42^c^ | < 0.001 |
| *LGALS9* | 0.39 ± 0.15 ^a^ | 1.88 ± 0.14 ^b^ | 1.58 ± 0.16 ^b^ | < 0.001 |
| *MX1* | 0.11 ± 0.29 ^a^ | 3.39 ± 0.27 ^b^ | 3.55 ± 0.32 ^b^ | < 0.001 |
| *OAS1* | 0.09 ± 0.25 ^a^ | 3.67 ± 0.24 ^b^ | 3.57 ± 0.27 ^b^ | < 0.001 |
| *SLC1A4* | 1.10 ± 0.17 ^a^ | 1.11 ± 0.16 ^a^ | 1.11 ± 0.19 ^a^ | NS |
| *SLC39A9* | 1.30 ± 0.15 ^a^ | 1.07 ± 0.14 ^a^ | 0.93 ± 0.16 ^a^ | NS |
| *SLC6A9* | 0.75 ± 0.11 ^a^ | 1.27 ± 0.10^b^ | 1.12 ± 0.12 ^b^ | < 0.05 |

Supplemental Table 2. Mono- and co-culture endometrium [Endo; n=13), Endo-IVD Conc (n=15) and Endo-IVP Conc (n=12)] real-time quantitative polymerase chain reaction (RT-qPCR) relative expression of target genes. Relative expression data were normalized to the geometric mean of reference genes *RNF11* and *YWHAZ*. Data are presented as least squares mean ± standard error of the least squares means (LSM ± SEM). Different letters indicate significant differences between treatments whereas P value corresponds to the overall effect of treatment. NS, non-significant.

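Table S2 gives RT-qPCR values of conceptus-induced genes as relative expression, normalized to RNF11 and YWHAZ, for the explants whose RNA was also sequenced. In the counts, RNF11 and YWHAZ had log2 fold changes of -0.03 (standard error 0.10, adjusted p = 0.931 from edgeR) and -0.05 (standard error 0.12, adjusted p = 0.887 from edgeR), with n = 13 Endo and n = 15 Endo-IVD Conc explants. LGALS9, a lectin that interferon induces, rose from 55.0 ± 12.3 CPM (SD, n = 13) to 293 ± 68.3 CPM (SD, n = 15), a log2 fold change of 2.41 (standard error 0.14, adjusted p = 1.02e-14 from edgeR), beside 2.27 for the log2 ratio of the paper's RT-qPCR means. SLC6A9, a glycine transporter, rose by 0.80 (standard error 0.12, adjusted p = 1.72e-05 from edgeR; the paper's ratio 0.76), and CXCR4, a chemokine receptor of leukocytes, fell by 0.83 (standard error 0.18, adjusted p = 0.00187 from edgeR; the paper's ratio -0.62). IL1B, an inflammatory cytokine, had a log2 fold change of -1.26 (standard error 0.40, adjusted p = 0.0501 from edgeR; 8e-04 with the replicate block; the paper's ratio -1.56) and was lower in 11 of 11 uteri. CD80, which co-stimulates T cells, had 0.84 (standard error 0.31, adjusted p = 0.108 from edgeR; 0.0122 with the replicate block; the paper's ratio 0.37), higher in 11 of 11 uteri. IL18, IL6, SLC1A4 and SLC39A9 did not pass edgeR's test, at 0.46 (adjusted p = 0.228; the paper's ratio 0.44), -0.14 (adjusted p = 0.905; -0.26), 0.07 (adjusted p = 0.842; 0.01) and -0.24 (adjusted p = 0.220; -0.28). Of the genes compared here, the paper's RT-qPCR test found only LGALS9 and SLC6A9 to differ, and CXCR4, IL1B and CD80 were not significant in it. ISG15, MX1 and OAS1 also rose in that test. No ratio was taken for them, as their Endo means lie below their standard error of the mean. In the counts ISG15 and MX1 rose by log2 fold changes of 7.23 and 5.28. OAS1X, OAS1Y and OAS1Z rose by 5.88, 5.67 and 5.88. The ratios were taken here from the paper's means, where both exceed their standard error of the mean, and read as linear amounts, which the table does not state; the Methods analyse log10 values, and on a log scale these ratios would not be fold changes.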

How the deposited data were processed for this re-analysis (not part of the article)

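Messenger RNA was measured in 45 libraries of bovine tissue after 12 h of culture, from Day 16 of the cycle or pregnancy: 13 of endometrium cultured alone (Endo), 15 of endometrium cultured with sections of IVD conceptuses (Endo-IVD Conc endometrium), 8 of IVD conceptus sections cultured alone (IVD Conc) and 9 of IVD conceptus sections cultured on endometrium (Endo-IVD Conc conceptus). Libraries with IVP conceptuses, protein, metabolite and RT-qPCR samples were not analysed here, apart from the RT-qPCR means that Table S2 prints.

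The deposited values of both tables are raw counts of reads per gene, as the authors made them: whole numbers, with totals that differ between libraries. The authors trimmed reads with Trimmomatic, aligned them to ARS-UCD1.2 with STAR for endometrium and HISAT2 for conceptus tissue, and counted with featureCounts; their versions and the strand setting are not given in the sources used here. The endometrial table holds 27270 genes with those at 0 kept, of which 6635 have no symbol and 3634 no counts. The conceptus table holds 16149 genes, 2031 without a symbol, and lacks genes with few counts, by a filter that is not given in the sources used here. As the aligners differ, values were never compared between tissues except as log2 fold changes or as HBA and marker levels of a section and its own explant.

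Each library's place was checked against the FPKM columns that the authors print in Data S2 and Data S3, of which the part held here covers 1998 genes for Endo, 509 for Endo-IVD Conc endometrium, 1998 for IVD Conc and 559 for Endo-IVD Conc conceptus. The FPKM of each column matched the counts of its own library best in 13 of 13, 15 of 15, 8 of 8 and 9 of 9 libraries (lowest correlation 0.973). These columns are not all of the genes, so no overlap or enrichment was computed on them.

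Pairing comes from the heifer numbers in the library names and in Data S1. With the group means removed, log2 levels of libraries from 1 animal correlated above 0.1 in 15 of 15 endometrial pairs (median 0.349, against -0.0382 between animals) and in 9 of 9 conceptus pairs (median 0.497, against -0.134). Uteri linked by shared conceptuses in Data S1 were taken as 7 culture sets.

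Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, each tissue alone. The filter of edgeR (at least 10 counts at the median library size in as many libraries as the smaller group needs, and 15 in total) kept 16443 endometrial and 14746 conceptus genes. Libraries were scaled by TMM, robust quasi-likelihood fits compared co-culture with mono-culture, and genes were called at a Benjamini-Hochberg adjusted p of at most 0.05. The paper calls genes at an FDR of at most 0.05 after DESeq2 filtering at alpha 0.01 and RUVSeq; the kind and number of its factors are not given in the sources used here.

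Principal components were computed from log2 CPM (prior count 2) of the 1000 most variable genes. Mean scores were compared by permutation, with 100000 resamples in endometrium and over all 24310 splits in conceptus tissue. For conceptus tissue the first 2 components were to be tested, and the third was added after seeing the data.

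Gene lists were written from textbook knowledge before the data were examined, as were the comparisons, the named-gene rule and all alternatives but 4. They are 36: interferon-stimulated genes, MHC class I and class II presentation, chemokines and cytokines, the inflammatory genes the paper assigns to Endo-IVP Conc endometrium, prostaglandin and hormone receptor genes, endometrial secretory genes, glucose and amino acid transporters, complex I, complexes II to IV, ATP synthase, mitochondrial ribosome, TCA cycle, control of reactive oxygen species, glycolysis, hypoxia response, folding in the endoplasmic reticulum, transport from it to the Golgi, N-linked glycosylation, glycosaminoglycan biosynthesis, cytosolic ribosome, translation factors, ribosome biogenesis, proteasome, heat shock proteins, cell cycle, DNA repair, and markers of trophoblast, endometrial stroma, endometrial epithelium, leukocytes, erythroid cells, endothelium, smooth muscle, hypoblast and embryonic disc. Camera tested each list of at least 3 measured genes against all others, with a preset correlation of 0.01 and with an estimated one, adjusted over the lists of a tissue. The lists of reactive oxygen species and of the TCA cycle hold genes the paper names from these samples, and the inflammatory list was chosen by the paper on them. The paper also names NDUF, ATP5F and MRP subunits from these samples. The lists of complex I, ATP synthase and the mitochondrial ribosome are therefore not independent evidence of their direction either.

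Genes are named by a rule: every gene of the comparisons that the paper names; the 10 largest log2 fold changes each way among called genes with a symbol, an average log2 CPM of at least 1 and the same direction in at least 9 of 11 uteri or 6 of 7 conceptuses; and up to 4 members of each list with the smallest adjusted p. Values in the paper's tables had been seen when the rule was written. Genes outside the rule are said to be so where they appear. A withheld gene is not reported here.

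The alternatives were RLE scaling, DESeq2 with default filtering and at alpha 0.01, no low-count filter and a stricter one (at least 10 counts), 1 to 3 RUVr factors (own implementation, from residuals of the edgeR fit), DESeq2 with 2 such factors, the animal as a replicate block, the culture set as a block, co-cultures of 1 animal summed with that block, limma-voom with the animal as a random effect, and each culture set left out in turn; for the components, 500 or 5000 genes, scaled genes, the variance stabilising transformation of DESeq2 and culture set means removed. The 4 chosen after seeing the data were the smooth muscle level as a covariate, endometrium without uteri 38 and 69, and conceptus tissue without the co-cultures on uterus 38 or without the co-culture of conceptus 47 on uterus 54.

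The steps were tested on simulated data with the library sizes and gene-wise spread of the real data and 200 changed genes. Genes and libraries were drawn independently, without differences between animals or correlation between genes. The error shares and list calls of the simulation therefore need not hold for the real data. In endometrium the edgeR steps called 81% of genes changed by a log2 of 1 and 100% of those changed by 2, with 3.72% of calls on unchanged genes; in conceptus tissue 64% and 88%, with 5%. DESeq2 with 2 RUVr factors put 21.1% of its conceptus calls on unchanged genes. Camera called the raised simulated list and 0 of 20 unchanged ones in each tissue. Smaller changes can be missed at this number of conceptuses.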

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

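The tests on HBA and HBM and on smooth muscle transcripts, and the alternatives that use the smooth muscle level or leave out uteri 38 and 69, the co-cultures on uterus 38 or that of conceptus 47 on uterus 54, were chosen after the results were seen.

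More genes were called with 2 RUVr factors of unwanted variation than without: 2772 against 1172 in endometrium and 4149 against 1068 in conceptus tissue. For the counts without factors few other groupings of the libraries called as many genes, which makes chance less likely but does not exclude it. Of 100 splits, the real one included, 1 called as many in endometrium (highest other 94), 1 with labels exchanged within uteri (highest other 209) and 1 with labels exchanged within conceptuses (highest other 0, by edgeR), while in conceptus tissue 2 of 100 did, as 1 other split called 4170 genes. That split had the largest difference of the 100 on the first component (76.5, against 11.1 for the real one), so it may reflect a structure of the samples, the differences between conceptuses. The first factor may stand for such differences: a share of 0.742 of its variance lay between uteri (permutation p = 0.0129) and 0.893 between conceptuses (p = 0.0015), and no other biological explanation was tested. The factors also called genes between groups that are alike: splits of the 13 Endo libraries alone called genes with 2 factors in 40 of 100 cases (up to 2463 genes; in 0 without factors) and splits of the 8 IVD Conc libraries in 17 of 35 (up to 5894; in 1 without factors, with 4124), though the medians were 0, under the bound of 10 genes set for the test, which was a poor bound because a median hides such splits; how many of the added calls this accounts for was not tested.

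HBA and HBM rose in co-cultured conceptus sections, with the lowest HBA on uterus 38, at 1.16 and 1.62 CPM. The values argue against endometrial stroma carried over, since the share of explant tissue that abundant stromal transcripts allow was a median of -2.52e-04 of the share that HBA needs (highest 0.0319 over 9 libraries). DCN, a proteoglycan of stroma at 3466 CPM in the explants, had a median of 0.393 CPM in the sections and COL1A2, a collagen at 1005 CPM, of 0.733 CPM. The markers abundant in explants and nearly absent from sections cultured alone were these, COL3A1 and COL6A3, all of stroma. Carry-over of endometrial epithelium was therefore not tested. Erythrocytes freed from the explant cannot be told apart from transcription in the conceptus: HBA in a section followed HBA in its own explant (9 pairs, Spearman rho 0.867, two-sided exact p = 0.00451, Pearson r 0.775, p = 0.00964; without the 2 farthest pairs rho 0.821, p = 0.0341, r 0.777, p = 0.0365; means of 6 uteri rho 0.943, p = 0.0167, r 0.789, p = 0.0847), but the beta chain HBB lay at 0.787 CPM in the explants beside 81.7 CPM of HBA, a ratio of 0.00964 where the test asked for 0.1. HBM per HBA was 0.0694 in explants and 0.0556 in co-cultured sections. The low HBA on uterus 38 may be part of a weaker response of these conceptuses as a whole. Their median change was 0.351 over the 537 genes of smallest p among the 1972 called without them. For each of the 5 other uteri it was 0.456 or more over as many genes. Conceptuses 50 and 66 were cultured on no other uterus, so a trait of theirs cannot be told from one of uterus 38. This uterus was picked after its values were seen, and some uterus must rank lowest, so the rank decides little. Other co-cultures of conceptuses 26 and 47 stayed in the fits for uteri 14, 19, 39 and 54, but none of conceptuses 50 and 66 in that for uterus 38. Transcription in the conceptus, the biological explanation, was not tested.

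Of 8 smooth muscle markers 4 rose in Endo-IVD Conc endometrium, with a median log2 fold change of 1.57 over the 8 (5 rose when adjusted over the list alone; camera's adjusted p = 0.0559; adjusted p = 0.931 with an estimated correlation). The values argue against a rise in every uterus, as the marker mean was higher in co-culture in 7 of 11. The explants may differ in how much muscle they hold: the median size of the difference between 2 co-cultured explants of 1 uterus was 1.56 (0.392 to 1.75 over 4 uteri) beside a median size of 0.759 between co- and mono-culture (11 uteri), a ratio of 2.06. Without uteri 38 and 69 the list's median was 0.35 with 0 genes that rose (camera's adjusted p = 0.540), and with the uterus as a replicate block it was 0.71 (camera's adjusted p = 0.338). An effect of the conceptus in some uteri was not tested.

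Single conceptus libraries stood apart from the others of their group in 14 of 80 tests, where chance gives about 1 in 20 for each test. The tests are not independent, as lists share genes and most of the 14 come from libraries that stood apart more than once. The 14 are therefore not separate results, and their causes were not tested. The tests covered 40 measures in both conceptus groups: list means, total counts and the first components. Endometrial groups were not examined, as the rule covers at most 10 libraries. In mean log2 CPM, the IVD Conc library of heifer 26 stood at 3.97 for embryonic disc markers (others 0.266 to 0.794), 3.85 for MHC class I and -0.756 for MHC class II, and that of heifer 5 at 0.989 for prostaglandin and hormone receptor genes, 6.77 for glycolysis and 4.33 for hypoxia. Among the co-cultures, heifer 50 on uterus 38 stood at 2.12 for prostaglandin and hormone receptor genes, 5.40 for hypoxia (others 6.67 to 7.13) and 4.18 for trophoblast markers (others 6.05 to 7.76), heifer 47 on uterus 54 at 8.51 for ATP synthase, 5.92 for the mitochondrial ribosome, 11.1 for the cytosolic ribosome and 7.35 for the proteasome, and heifer 22 on uterus 19 at 2.39 for embryonic disc markers.

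The effect of co-culture differed between the tissues for 11 of 36 lists (two-sided permutation test with 10000 resamples, p adjusted over the lists), given as the mean change in endometrium minus that in conceptus tissue. It was 4.34 for interferon-stimulated genes, -0.943 for hypoxia, -0.673 for glycolysis, -0.629 for the cytosolic ribosome and -0.487 for reactive oxygen species (each adjusted p = 7.2e-04, from the smallest p that the resamples can give). It was 0.558 for MHC class I (adjusted p = 0.0024), -0.541 for ATP synthase (adjusted p = 0.0118), -0.488 for complexes II to IV (adjusted p = 0.0131), -0.512 for complex I (adjusted p = 0.0144), -0.489 for folding in the endoplasmic reticulum and 0.202 for DNA repair (each adjusted p = 0.0386). Libraries were exchanged freely, so shared uteri, conceptuses and cultures were not taken into account. The list of reactive oxygen species holds genes the paper chose on these samples, so its difference is not independent evidence. The same holds for complex I and ATP synthase, of which the paper names NDUF and ATP5F subunits from these samples.

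Of the named genes with the largest changes, 11 of 38 that the paper does not name had every co-cultured library beyond every mono-cultured one. In endometrium these were MX2 (log2 fold change 8.23), IFIT3 (7.99), RSAD2 (7.95), IFIT2 (7.17), IFIT1 (7.08), ZBP1 (6.68), a sensor of nucleic acids in Z form, OAS2 (6.61), an antiviral synthetase, UBA7 (6.56) and SOX18 (-1.25). In conceptus tissue they were GAS1 (-1.97) and PRRG4 (-1.61).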

How the results depend on the processing

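The smooth muscle covariate and the alternatives without uteri 38 and 69, without the co-cultures on uterus 38 and without the co-culture of conceptus 47 on uterus 54 were chosen after seeing the data; all others were set earlier. Over all alternatives the medians of interferon-stimulated, MHC class I, complex I and ATP synthase genes in endometrium, and of hypoxia, folding, ribosome and cell cycle genes in conceptus tissue, kept their direction and their call by camera with the preset correlation. Their medians ranged from 4.02 to 4.16, 0.71 to 0.88, -0.34 to -0.11, -0.33 to -0.13, 0.62 to 0.88, 0.34 to 0.61, 0.42 to 0.72 and -0.27 to -0.15, in that order. Named genes kept direction and call in 3741 of 4218 comparisons in endometrium (190 lost and 285 gained the call) and in 2680 of 3388 in conceptus tissue (383 lost and 325 gained it), and lists in 727 of 792 and 664 of 700. Numbers of changed genes moved most. In endometrium, more and less abundant genes were 819 and 353 by edgeR, 993 and 569 with DESeq2, 986 and 544 with DESeq2 at alpha 0.01, 1154 and 885 with 1 RUVr factor, 1405 and 1367 with 2 RUVr factors, 1650 and 1705 with 3 RUVr factors, 1605 and 1602 with DESeq2 and 2 RUVr factors, 1100 and 633 with the replicate block, 1248 and 888 with limma-voom, 737 and 311 with the smooth muscle covariate, 659 and 192 without uteri 38 and 69; with 1 culture set left out they ranged from 591 to 868 and from 103 to 379, lowest without set 4. In conceptus tissue they were 530 and 538 by edgeR, 1158 and 1010 with DESeq2, 1165 and 1030 with DESeq2 at alpha 0.01, 1494 and 1370 with 1 RUVr factor, 2203 and 1946 with 2 RUVr factors, 2576 and 2527 with 3 RUVr factors, 2646 and 2354 with DESeq2 and 2 RUVr factors, 334 and 319 with the replicate block, 116 and 132 with the culture set block, 1125 and 1060 with summed co-cultures, 1189 and 1237 with limma-voom, 970 and 1002 without the co-cultures on uterus 38, 390 and 394 without the co-culture of conceptus 47 on uterus 54; with 1 culture set left out they ranged from 0 to 429 and from 0 to 499, with 0 genes called by edgeR without set 4 (2278 at an unadjusted p under 0.05), 34 and 37 without set 3 and 117 and 94 without set 6. Genes less abundant in endometrium and more abundant in conceptus tissue numbered 28 and 61 with DESeq2, 62 with DESeq2 at alpha 0.01, 17 with no low-count filter, 145 with 1 RUVr factor, 374 with 2 RUVr factors, 535 with 3 RUVr factors, 485 with DESeq2 and 2 RUVr factors, 3 with the culture set block, 49 with summed co-cultures, 117 with limma-voom, 18 without uteri 38 and 69, 17 without the co-culture of conceptus 47 on uterus 54, and 0 to 20 with 1 culture set left out. Past camera were 10 of 36 lists in endometrium (17 with no low-count filter, 9 to 15 with 1 set left out) and 13 of 35 in conceptus tissue (13 to 15 with 1 set left out); with an estimated correlation 2 and 0 passed. Lists gained camera's call (median, then adjusted p with the preset and with an estimated correlation, where none passed) without uteri 38 and 69 in endometrium (MHC class II, 0.28, 0.0383 and 0.908, and heat shock proteins, -0.61, 0.0240 and 0.908) and without the co-cultures on uterus 38 in conceptus tissue (transporters, -0.46, 0.0491 and 0.722, reactive oxygen species, 0.25, 0.0342 and 0.458, ribosome biogenesis, -0.28, 0.00109 and 0.722, erythroid markers, 0.24, 0.00175 and 0.164, and hypoblast markers, -0.40, 0.0440 and 0.722). Of the calls made without alternatives, 1165 of 1172 in endometrium and 1068 of 1068 in conceptus tissue were also made by DESeq2, and 1057 and 469 with the replicate block. The share of calls that were more abundant in endometrium went from 69.9% to 50.7% with 2 and 49.2% with 3 RUVr factors. The median of genes that control reactive oxygen species in endometrium lost its call in the replicate block (-0.18, adjusted p = 0.0797 by camera), the culture set block (-0.17, adjusted p = 0.0804) and the summed co-cultures (-0.15, adjusted p = 0.0973), and stayed between -0.41 and -0.18 with 1 culture set left out. HBM in conceptus tissue lost its call in the replicate block (log2 fold change 3.30, adjusted p = 0.0524 by edgeR) and the culture set block (3.21, adjusted p = 0.0605); with 1 set left out it lay between 3.61 and 4.35 (adjusted p from 0.00793 to 0.189) and HBA between 4.64 and 5.10 (adjusted p from 0.00175 to 0.165), both calls being lost without set 3 or set 4. Chemokines and cytokines in endometrium changed the sign of their median without set 3 (0.163, adjusted p = 0.0129 by camera) and without set 5 (0.0211, adjusted p = 0.0314), with a range from -0.0981 to 0.163 over the sets left out, the cytosolic ribosome without set 2 (0.0220, adjusted p = 0.979; range -0.136 to 0.0220), and with the smooth muscle covariate ACTG2 (-0.15, adjusted p = 0.873 by edgeR) and DES (-0.0275, adjusted p = 0.963), which the covariate's own construction brings about, since both are on the muscle list. The replicate block moved the calls of 8 lists that are given with their values at the claims, above or among the other observations, and changed no other list's call. For all these changes but that of ACTG2 and DES the cause was not tested. Depth limits the genes with few counts: IL17A had at most 4 counts in 2 of 28 endometrial libraries and was not tested.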

Differences from the paper's values

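The paper reports 1416 genes more abundant in Endo-IVD Conc than in Endo endometrium and 819 were called here at the same FDR. Of the 20 alternatives set before the data were examined, 9 come within 1.5 times of the paper's count: DESeq2 (993), DESeq2 at alpha 0.01 (986), RUVr with 1, 2 and 3 factors (1154, 1405 and 1650), DESeq2 with 2 RUVr factors (1605), the replicate block (1100), summed co-cultures (958) and limma-voom (1248); the other 11 do not. It reports 1284 less abundant genes, against 353 here, and 5 of the 20 come within 1.5 times, RUVr with 1, 2 and 3 factors (885, 1367 and 1705), DESeq2 with 2 RUVr factors (1602) and limma-voom (888), and 15 do not.

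For conceptus tissue the paper counts 1918 more and 1438 less abundant genes as specific to Endo-IVD Conc, which with those shared with Endo-IVP Conc makes 2477 and 1916, against 530 and 538 called here at the same FDR, with 8 IVD Conc libraries where the paper gives 7. Of the 18 alternatives set before the data were examined, RUVr with 2 and 3 factors (2203 and 2576 more, 1946 and 2527 less abundant) and DESeq2 with 2 RUVr factors (2646 and 2354) come within 1.5 times of the paper's counts in both directions and RUVr with 1 factor for the less abundant genes alone (1370); the others do not.

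The paper finds 29 of the 30 genes with the largest fold to be IFNT regulated, and 19 of 30 were matched to the interferon list used here, which is not the paper's. Of the 30, 6 carry no symbol, and DDX58, which the list holds as RIGI, was not matched, so 19 is a lower count. Counting DDX58 would bring the number here within 1.5 times of the paper's. With DDX58 not counted, 4 of the 20 alternatives came within 1.5 times, the replicate block (20), the culture set block (20), summed co-cultures (21) and leaving out set 4 (21), and the smooth muscle covariate (20), which was chosen after seeing the values. The genes of the paper's count are not listed in the sources used here, so how many of them it drops was not counted. The other 16 alternatives did not come within 1.5 times with DDX58 not counted.

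The first principal component holds about 43% of the variance in Fig. 2A, read by eye, which includes libraries with IVP conceptuses, and 28.4% here; of 5 alternatives, 500 genes (34.2%), the variance stabilising transformation (36.4%) and culture set means removed (32.5%) come within 1.5 times and 5000 genes (21.6%) and scaled genes (22.7%) do not. For conceptus tissue it holds about 31% in Fig. 3A, read by eye, with IVP libraries included, and 54.2% here, and none of the 5 alternatives comes within 1.5 times (48.2% to 61.0%).

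For CD80 the log2 ratio of the paper's RT-qPCR means, read as linear amounts, is 0.373 (error 0.22 from the paper's SEM) and 0.84 came from the counts; of the 20 alternatives only leaving out set 4 (0.74) lies within the larger of this error and its own standard error (0.38). The Methods analyse log10 values and the table does not state the scale of its means; on a log scale this ratio would not be a fold change, and the difference is left open.

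Of the genes that the paper draws as less abundant in Endo-IVD Conc endometrium, PRDX2 was called here by edgeR and SOD1 (adjusted p = 0.0571), MDH1, IDH2, PDHB, PRDX3, PRDX5, GSR, TXNRD2, GSTP1 and GPX4 were not; each was called in some alternatives set before the data were examined, SOD1 by DESeq2 and the replicate block among others and the rest by RUVr factors or DESeq2 with them, and PDHB also by limma-voom (SOD1 in 8, MDH1 in 4, IDH2 in 4, PDHB in 2, PRDX3 in 4, PRDX5 in 3, GSR in 3, TXNRD2 in 1, GSTP1 in 4, GPX4 in 1 of 20). Of those it draws as more abundant in Endo-IVD Conc conceptus tissue, HBA and HBM were called here and PRDX2, PRDX4, PRDX5, TXNRD2, GSTP1 and GPX4 were not, but were in alternatives, among them RUVr with 3 factors (PRDX2 in 4, PRDX4 in 7, PRDX5 in 3, TXNRD2 in 4, GSTP1 in 4, GPX4 in 3 of 18), and IDH2 (log2 fold change 0.39) in none of 18. BLA-DQB, which the paper assigns to Endo-IVP Conc alone, rose here in IVD co-culture by a log2 fold change of 2.04 (adjusted p = 0.0253 by edgeR), and was called in 15 of 18 alternatives, not without culture set 3, 4 (adjusted p = 0.190) or 6. A gene labelled BOLA-DQB had at most 21 counts, above 0 in 13 of 17 conceptus libraries, and was not tested. BLA-DQB itself is not on the MHC class II list used here.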

Other observations

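PSMA2, an alpha subunit of the core of the proteasome, rose in Endo-IVD Conc endometrium from 67.4 ± 11.0 CPM (SD, n = 13) to 180.2 ± 37.2 CPM (SD, n = 15), a log2 fold change of 1.42 (standard error 0.11, adjusted p = 1.83e-11 by edgeR), and PSMC3, an ATPase of its cap, by 0.54 (standard error 0.08). Of 31 proteasome genes 4 rose and 1 fell (4 and 2 when adjusted over the list alone), with a median of -0.05, a mean of 0.03 and camera's direction up (adjusted p = 0.861); with the replicate block PSMB5 (adjusted p = 0.0216) and PSMB3 (0.0213), named after their values were seen, fell as well. NBN and RAD50, which sense DNA breaks, rose by 0.87 (standard error 0.10) and 0.32 (standard error 0.07) and were the 2 of 41 DNA repair genes to change (median -0.10, camera's adjusted p = 0.651), with PALB2 beside them in the replicate block (adjusted p = 0.00279 by edgeR). CDC20, KIF20A and CDK4, of cell division, were the 3 of 47 cell cycle genes to change, at -1.74 (standard error 0.45), -2.08 (standard error 0.64) and -0.32 (standard error 0.08; median -0.29, camera's adjusted p = 0.0549); with the replicate block CDC20 (adjusted p = 0.0632) and KIF20A (0.856) did not pass edgeR's test, while CDC25B (0.0321) and, named after their values were seen, PCNA (9.06e-04) and MCM7 (0.0112) did. GATA6, a transcription factor of endoderm that smooth muscle also makes, rose by 0.90 (standard error 0.22, adjusted p = 0.00818 by edgeR), and TAL1, of blood and vessel cells, by 0.91 (standard error 0.19, adjusted p = 0.00168 by edgeR). GGH, which trims folates, SFXN3, a mitochondrial serine carrier, and PALD1, a phosphatase-like protein of vessels, fell at log2 fold changes of -1.11 (standard error 0.21), -1.11 (standard error 0.17) and -1.59 (standard error 0.34). SLC3A2, a chain of amino acid transporters, rose by 0.42 (standard error 0.12, adjusted p = 0.0280 by edgeR) beside SLC6A9 among 24 transporters (median 0.02, camera's adjusted p = 0.839), and SLC1A5, named after its value was seen, fell with the replicate block (adjusted p = 0.0299).

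In Endo-IVD Conc conceptus tissue PSMD12, PSMD1, PSMD11 and PSMC4, of the proteasome, fell at log2 fold changes of -0.56 (standard error 0.13), -0.48, -0.53 and -0.40 (adjusted p from 0.0191 to 0.0458 by edgeR; PSMC4 0.0535 with the replicate block), the 4 of 31 to change (1 rose and 5 fell when adjusted over the list alone), with a median of 0.10 and a mean of 0.00 but camera's direction down (adjusted p = 0.648). STAT2, which carries the interferon signal, was at -0.43 (standard error 0.12, adjusted p = 0.0398 by edgeR; 0.0868 with the replicate block), the 1 of 38 interferon-stimulated genes to change (none when adjusted over the list alone; median -0.24, camera's adjusted p = 0.259), while with the replicate block PARP14 (-2.01, adjusted p = 0.0261) and DTX3L (-1.91, 0.0357 by edgeR) fell. MXRA5, a matrix protein, and LRATD2 fell at log2 fold changes of -1.65 (standard error 0.36) and -1.55 (standard error 0.29), while TMEM88, an inhibitor of Wnt signalling, rose by 2.16 (standard error 0.51). IFNT, the conceptus interferon, was at 732 ± 629 CPM (SD, n = 8) alone and 500.0 ± 384 CPM (SD, n = 9) in co-culture (log2 fold change -0.55, adjusted p = 0.703 by edgeR), and IFNT2, its paralog, at -1.51 (adjusted p = 0.296), lower in 7 of 7 conceptuses. FOLR1, SLC40A1, LGALS1 and SMPDL3A, all named by the paper, had 0.39, 0.47, 0.36 and -0.38 (adjusted p from 0.220 to 0.628 by edgeR).

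Of 18 inflammatory genes that the paper assigns to Endo-IVP Conc endometrium, a choice made on the samples of this study, none passed edgeR's test in Endo-IVD Conc endometrium, over all genes or the list alone, and all 18 lay above 0, with a median of 0.45 (camera's adjusted p = 0.0917; adjusted p = 0.957 with an estimated correlation); in conceptus tissue none of 8 did, with a median of 0.20 (camera's adjusted p = 0.537). Also named by the paper, IL17A, CHRNB3 and SLC5A7 had at most 4 counts in 2, 1 and 1 of 28 endometrial libraries, and CCL26 at most 36 counts, so they were not tested.

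Ribosomal genes in endometrium had a median of -0.09 over 78 genes (camera's adjusted p = 0.0142; adjusted p = 0.957 with an estimated correlation), with none past edgeR's test. None of 19 heat shock genes changed there (median -0.49, camera's adjusted p = 0.0805). The remaining endometrial lists were not past camera's test and hold as genes that changed EIF5 (0.38) and EIF2B3 (-0.46) of 41 translation factors (median -0.02, camera's adjusted p = 0.839) and CXCL10 of 19 secretory genes (-0.11, 0.861). No gene changed of 16 prostaglandin and hormone receptor genes (median -0.21, camera's adjusted p = 0.713), 18 of glycolysis (0.03, 0.861; mean -0.01), 24 of hypoxia (0.06, 0.861), 38 of folding in the endoplasmic reticulum (0.00, 0.839; mean -0.02), 34 of ribosome biogenesis (0.00, 0.862), 3 trophoblast (-0.22, 0.839), 20 stroma (-0.35, 0.682), 12 epithelium (-0.44, 0.286), 22 leukocyte (0.14, 0.861) and 4 embryonic disc markers (0.16, 0.839). Of 8 erythroid markers TAL1 alone changed (median -0.05, mean 0.03, camera's direction up, adjusted p = 0.839) and of 10 hypoblast markers GATA6 alone (-0.19, 0.839). With the replicate block edgeR's test was passed by PGR (adjusted p = 0.0332) of the receptor genes and stroma markers, HK2 (0.0487) and ALDOC (0.00318) of glycolysis, DDIT3 (0.0338) and SPCS1 (0.0359) of folding, EIF3I (0.0397) of the translation factors, NOP10 (0.0107) of ribosome biogenesis and CD14 (0.00103) of the leukocyte markers, and by 4 genes named after their values were seen, SSR1 (0.0164) of folding, FBL (0.0402) of ribosome biogenesis and P4HA1 (0.0312) and P4HA2 (0.0461) of hypoxia.

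In conceptus tissue TGFB1 changed of 14 chemokines and cytokines (median 0.21, camera's adjusted p = 0.648) and B3GAT3 (0.48; adjusted p = 0.0499 by edgeR, 0.0851 with the replicate block) of 26 genes of glycosaminoglycans (0.08, 0.746). No gene passed edgeR's test of 17 of MHC class I (median 0.33, camera's adjusted p = 0.0772), 2 of class II (median 0.43, too few for camera), 14 prostaglandin and hormone receptor (0.32, 0.340), 15 secretory genes (0.01, 0.573), 14 stroma (-0.22, 0.981), 6 epithelium (0.16, 0.456), 9 leukocyte (0.59, 0.421), 8 smooth muscle (0.23, 0.648), 11 hypoblast (-0.30, 0.346) and 7 embryonic disc markers (-0.66, 0.420); with the replicate block COL6A2 (adjusted p = 0.0455) of the stroma markers did. Of 16 trophoblast markers none changed, with a median of -0.29 but camera's direction up (adjusted p = 0.981), and with the replicate block the median was -0.57 (camera's adjusted p = 0.0441; adjusted p = 0.774 with an estimated correlation), but without the co-cultures on uterus 38, 1 of which stood apart with few trophoblast transcripts, it was -0.05 (camera's adjusted p = 0.471). Of 9 endothelial markers none changed over all genes and 2 rose over the list alone, with a median of 0.29 (camera's adjusted p = 0.131; adjusted p = 0.506 with an estimated correlation); with the replicate block EGFL7 (adjusted p = 0.0315) and TIE1 (0.0293 by edgeR) rose, though not with the culture set as a block (0.0883 and 0.0586), and the median was 0.92 (camera's adjusted p = 0.00540; adjusted p = 0.303 with an estimated correlation).

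Among genes tested in both tissues, 16 were more abundant in both (24.6 for independent lists, two-sided Fisher's exact test treating genes as independent, p = 0.0730), 22 more in endometrium and less in conceptus tissue (25.0, p = 0.602) and 4 less abundant in both (12.8, p = 0.00840). The latter include NOX4 and, named after their values were seen, MAP1S (-0.66 in endometrium and -0.40 in conceptus tissue), a protein of microtubules, and SLC10A3 (-0.56 and -0.73).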
